# Metabolism-dependent secondary effect of anti-MAPK cancer therapy on DNA repair

**DOI:** 10.1093/narcan/zcae019

**Published:** 2024-04-30

**Authors:** Fabien Aubé, Nicolas Fontrodona, Laura Guiguettaz, Elodie Vallin, Lucilla Fabbri, Audrey Lapendry, Stephan Vagner, Emiliano P Ricci, Didier Auboeuf

## Abstract

Amino acid bioavailability impacts mRNA translation in a codon-dependent manner. Here, we report that the anti-cancer MAPK inhibitors (MAPKi) decrease the intracellular concentration of aspartate and glutamate in melanoma cells. This coincides with the accumulation of ribosomes on codons corresponding to these amino acids and triggers the translation-dependent degradation of mRNAs encoding aspartate- and glutamate-rich proteins, involved in DNA metabolism such as DNA replication and repair. Consequently, cells that survive MAPKi degrade aspartate and glutamate likely to generate energy, which simultaneously decreases their requirement for amino acids due to the downregulation of aspartate- and glutamate-rich proteins involved in cell proliferation. Concomitantly, the downregulation of aspartate- and glutamate-rich proteins involved in DNA repair increases DNA damage loads. Thus, DNA repair defects, and therefore mutations, are at least in part a secondary effect of the metabolic adaptation of cells exposed to MAPKi.

## Introduction

Some amino acids correspond to several codons, bringing a redundancy into the genetic code, which plays a role in gene product expression level. Indeed, the nature of mRNA codons affects the dynamics of ribosomes, through the time required to ‘decode’ each codon, with consequences on translation efficiency, protein folding and mRNA co-translational degradation through the translation-dependent mRNA decay (TDD) pathway (1–7). For instance, sub-optimal codons or clusters of rare codons modulate gene product expression levels in a gene- and species-selective manner (1,3,4,7–9). At least in humans, sub-optimal and rare codons are more frequently A/T-ending codons, while optimal codons are more frequently G/C-ending codons likely because of the more unstable interactions between A/T-ending codons with their cognate anti-codons as compared to G/C-ending codons (4,10–14).

While codon usage is an intrinsic parameter of gene products with respect to their translatability and stability, there are many extrinsic parameters that modulate codon-depending effects in a cell type- and context-dependent manner. Among the extrinsic parameters, enzyme-dependent biochemical modifications of anti-codons have been reported to modulate the interactions between codons and anti-codons (15,16). For example, the cytosolic thiouridylase 2 (CTU2) enzyme that biochemically modifies the tRNA wobble uridine – thereby affecting the decoding of some A-ending codons, such as the AAA and GAA codons – is required for the efficient translation of a subset of mRNAs that promote survival and resistance to therapy of BRAF-mutated melanoma cells (17,18). In addition, variation in the expression levels of different classes of tRNAs can change the codon-dependent effect on gene product expression level in a cell type- and context-dependent manner (19,20). For instance, proliferative cells express higher levels of tRNAs corresponding to A/T-ending codons than differentiated cells, leading to the differential expression levels of gene products enriched in either A/T- or G/C-ending codons (21,22). Along the same line, the expression levels of aminoacyl transferases, which load amino acids onto tRNAs, can modulate the codon-dependent effects on gene product expression levels (23,24). An example is given by the leucyl-tRNA synthetase (LARS), which increases the selective loading of tRNA-Leu^CAG^ isoacceptor and thereby affects the translatability of mRNAs containing the CAG codon (25).

The bioavailability of amino acids is of particular interest as an extrinsic parameter that modulates codon-dependent effects on gene product expression levels. Indeed, the dynamics of ribosomes depend in part on the intracellular concentration of loaded-tRNAs, which itself depends on the intracellular concentration of amino acids. Thus, the translation of mRNAs requiring an amino acid whose bioavailability decreases can be impacted as shown for numerous amino acids, including non-essential ones such as glutamine (5,7,26–29). As a consequence of the link between amino acid bioavailability and translation, the synthesis of proteins with amino acid composition biases depends on the cell metabolism (23,25,28,30,31). For example, a large amount of proline can be produced only under certain metabolic conditions, which therefore determines whether some proline-rich proteins of the extracellular matrix (e.g. collagen) are produced (29,32,33). This illustrates how the cellular metabolism – through amino acid bioavailability – is coupled to the nature of cell-expressed proteins on which the cell phenotype depends.

The coupling between cell metabolism and the protein-dependent cell phenotype can be illustrated by the competition between energy production and gene product biogenesis on which depends cell proliferation because some amino acids like glutamine (Gln), glutamate (Glu) and aspartate (Asp) are at the crossroads between several metabolic pathways and the gene expression process. Indeed, the carbon skeleton of these amino acids can either be degraded and end up in the production of energy, or ‘recycled’ to synthesize other amino acids and nucleotides (and therefore gene products) (34–39). As a consequence, some amino acids may either be used by the cells to produce energy through their complete degradation or be used for the synthesis of large amount of gene products as during cell proliferation. This may explain why such amino acids play a particularly important role in cancer cells, which have a high proliferation rate that requires gene product synthesis but are in a resource-impoverished micro-environment as a consequence of cell proliferation (35,37,40–45). Accordingly, cancers cells are often addicted to certain amino acids, such as Gln in melanoma cells (37,41,44,45). The link between cell metabolism and gene expression–dependent cell phenotypes could have consequences in cancer cells exposed to anti-cancer agents, such as MAPK-inhibitors (MAPKi) used to treat melanoma, since these molecules modify the cancer cell metabolism (46–51). In other words, anticancer therapies may impact cellular phenotypes because of metabolic-dependent effects on gene product expression levels.

Here, we report that MAPKi treatment of a melanoma cell line downregulated mRNAs that encode proteins enriched for certain amino acids, including Glu and Asp, whose intracellular concentration decreased in MAPKi-treated cells. Interestingly, MAPKi-downregulated mRNAs encoded proteins involved in cell proliferation and DNA repair, two classes of proteins that are globally enriched in Glu and Asp residues. In line with this observation, MAPKi-treated cells show DNA repair defects. Our results support a model in which the metabolic-dependent effects of MAPKi therapy combined with modification of the expression level of tRNA-charging enzymes could result in secondary defects of DNA repair, which could increase the probability of genetically-adapted cancer cells to emerge after MAPKi therapy.

## Materials and methods

### Cell culture and persister cells

The human melanoma A375 cell line (ATCC) was cultured at 37°C and 5% CO_2_ in Dulbecco's modified Eagle's medium (DMEM; Gibco) supplemented with 10% FBS, 2 mM glutamine and penicillin–streptomycin. Cells were split at 80% confluence, three times a week. MAPKi-treated cells were cultured in a medium containing 1 μM vemurafenib/cobimetinib (with 500 nM vemurafenib and 500 nM cobimetinib) (Euromedex) for 24 h. Glutamine-depleted cells were cultured in a glutamine-free medium for 24 h. Persister cells were obtained after being cultured for 72 h in a medium containing 1 μM vemurafenib/cobimetinib in three experimental batches (A–C). Batch A was harvested after three days and batches B and C were cultured in drug-free DMEM for two and nine additional days. The human M249 cells were cultured in Roswell Park Memorial Institute medium (RPMI 1640 Eurobio Scientific) supplemented with 10% FBS, 2 mM glutamine and penicillin–streptomycin.

### siRNA transfections, cell harvesting, RNA extraction and qRT-PCR

Two different siRNAs (Merck, Supplementary Table S2) that target constitutive exons with minimum predicted off-targets were designed and pooled together. Cells were reverse-transfected with lipofectamine RNAiMAX (ThermoFisher), following the manufacturer's instructions. After transfection of 6 well plates (200 000 cells/well), cells were washed twice with ice-cold PBS, scraped with 1 ml of PBS and pelleted by centrifugation (500 × *g* for 1 min at 4°C). Cells were then suspended in 1 ml lysis buffer (10 mM Tris–HCl pH 7.5, 5 mM MgCl_2_, 100 mM KCl, 1% Triton X-100) and incubated on ice for 10 min. Cellular lysates were centrifuged (1000 × *g* for 10 min, 4°C), and RNA was extracted using TRI Reagent (Sigma), following the manufacturer's instructions. For RT-qPCR, 1 μg of extracted RNA was retro-transcribed using the Maxima First Strand cDNA Synthesis Kit (ThermoFischer), following the manufacturer's instructions. qPCR reactions were run in triplicate on a LightCycler 480 (Roche) in 10 μl reactions (see Supplementary Table S2 for primer sequences). The absence of siRNA off-target effects was tested by transfecting individual siRNAs; effects on mRNA targets were then compared by RT-qPCR to the effects of the mixed siRNAs (Supplementary Figure S4e and g). The amino acid intracellular concentration was measured using cytoplasmic extracts of the A375 cell line from 5 × 10^7^ cells and was performed by the AltaBioscience and Xell companies. The intracellular concentration of Glu in the M249 cell line was performed using the glutamate assay kit from Abcam (ab83389).

### Gene annotation

Bioinformatics analyses were performed using the GRCh38.p13 assembly and NCBI’s annotation. Only genes with at least one coding sequence (CDS) and one start and stop codon were kept. Merged genes, and CDS that overlap several exons or an ambiguous coding frame were filtered out. A total of 19 143 coding genes and 196 652 CDS were selected. In the following analyses, the mRNAs are the concatenation of the CDS of a gene and a gene was associated with only one mRNA.

### RNA-seq and QuantSeq

From 6-well plates, 10^6^ cells were used to prepare total RNA, and 500 ng of RNA were used for RNA-seq libraries that were prepared and sequenced by Novogene (rRNA depletion library preparations and sequencing was performed on Novaseq 6000 2 × 150). QuantSeq libraries were prepared using the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen). 500 ng of RNA was spiked-in with 1 μl of a 1:100 dilution of ERCC Spike-In Mix (ThermoFisher) prior to library preparation. QuantSeq libraries were then quantified, pooled and sent for sequencing at Novogene (Novaseq 6000 2 × 150). Only fastq files containing forward reads were used for QuantSeq analyses, while the entire pair of fastq files were used for RNA-seq analyses. Adapters were removed from raw reads and trimmed using fastp version 0.20.1 (52) with the following parameters: qualified_quality_phred 30 -l 25 –detect_adapter_for_pe) (RNA-seq) and qualified_quality_phred 20 -3 –cut_tail_window_size 10 –adapter_sequence = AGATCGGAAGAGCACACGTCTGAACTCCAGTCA –adapter_sequence = AAAAAA (QuantSeq). Reads were mapped against the human genome GRCh38.p13 with HISAT2 version 2.2.1. Reads were counted on exons with htseq-count version 0.13.5. Unexpressed genes (genes with raw read counts < 2 across all conditions) were filtered out only for RNA-seq data. Differential expression analysis was performed with the DESeq2 package version 1.34.0 using the option lfcThreshold = 0.585 (only RNA-seq data). mRNAs in the RNA-seq dataset with a DESeq2 corrected *P*-value ≤0.05 and an average DESeq2 normalized expression ≥10 across conditions (basemean ≥ 10) were considered to be significantly differentially regulated.

### TDD experiments and analysis

TDD monitoring was performed as previously described in (53). Briefly, 2 × 10^5^ cells were plated into 6-well plates, and the culture medium was removed after 24 h and replaced with fresh medium containing 1 μM vemurafenib/cobimetinib (with 500 nM of each) or DMSO. After another 18 h, cells were treated with fresh cycloheximide (100 μg/ml) or DMSO for 5 min and then treated with tryptolide (25 μM) or DMSO. This was prepared in four identical batches (A–D): batch A was harvested immediately upon ± tryptolide treatment (T0 samples), and the batches B, C and D were harvested after 3 (T3) and 5 (T5) hours of treatment, respectively. Computation of the TDD index was performed using pre-processed reads, mapped and counted with htseq-count (see above). From the raw count tables obtained with htseq-count, the CPM was computed for each gene. Then, we searched for genes with a stable expression in MAPKi and DMSO conditions for normalization. A gene was considered as stable if (i) its CPM count was >0.2 in initial condition, (ii) its CPM count after 3 or 5 h of transcription inhibitor treatment was at least 10% greater than its CPM at initial condition and (iii) its CPM at initial condition was greater than 10% of its CPM after 3 or 5 h of transcription inhibitor treatment. Only ‘stable genes’ in all replicates were kept. Stable genes were used as normalization factors in DESeq2 package to normalize reads counts. The TDD index was next computed for an mRNA produced by a gene G using the following formula:

\begin{eqnarray*}TTDindex = \frac{{{R_{Tci + Tli,t}} - {R_{Tci,t}}}}{{{R_0}}}\end{eqnarray*}

where ${R_0}$ is the normalized number of *G* reads at 0 h (initial condition), ${R_{Tci + Tli,t}}$ is the normalized number of *G* reads after *t* hour of exposition to a transcription (Tci) and a translation inhibitor (Tli) and ${R_{Tci,t}}$ is the normalized number of *G* reads after *t* hour of exposition to a Tci. The TDD index was computed, for each replicate, at T3 and T5 for cells treated with MAPKi and DMSO. The TDD index according to the condition (MAPKi or DMSO), the time (T3 or T5) and the replicate was modeled using a linear model (in R function lm) for each mRNA. With these models, a Student's test was computed to determine if the TDD index of a mRNA was significantly affected (*P*-value ≤ 0.05) in response to MAPKi as compared to the DMSO control condition. Finally, mRNAs with a significant TDD index variation were classified as having an increased or decreased TDD index, according to whether their average TDD index (across replicates and T3 and T5 treatment times) was higher or lower, respectively, in the MAPKi condition compared to the DMSO condition.

### Ribosome profiling and analysis

Ribosome profiling samples were prepared as described in (54). Briefly, 5 × 10^7^ cells were harvested with PBS and lysis buffer supplemented with 100 μg/ml cycloheximide (Sigma) and 2 mM DTT. The lysate (500 μl) was analysed at 260 nm absorbance to estimate the total quantity of material and then treated with nucleases. For every 5 units of A260 absorbance, 6 μl of MNase (1 mg/ml; Nuclease S7, Roche) was added to the lysate, along with CaCl_2_ to a final concentration of 10 mM. Lysates were then incubated at 25°C for 30 min, transferred to ice and then applied to 10–50% sucrose gradients containing cycloheximide (100 μg/ml). After ultra-centrifugation at 35000 rpm for 2h and 40 min at 4°C, gradients were fractionated using a fraction collector, and the fractions containing the digested monosome fragments (80S) were kept. Fractions were supplemented with SDS (to a final concentration of 1%) and then digested with proteinase K (Roche, final concentration of 2 μg/ml) for 45 min at 42°C. Protected RNA fragments were then purified using an acidic phenol–chloroform extraction (Fischer, BP1753I) and precipitated overnight at –20°C with 0.1 × volume of sodium acetate (3 M, pH 5.2), 1 × vol isopropanol, 1 μl GlycoBlue and 10 mM MgCl_2_ (to help recover smaller nucleic acids)_._ Purified RNA fragments were then 3′-end dephosphorylated using PNK and fractionated on a 10% acrylamide denaturing gel, and the smears of interest (26–32 bp) were cut from the gel and purified. Size-selected fragments were rRNA-depleted by hybridization using RNA probes (55), successively RNAse H- and DNAse-treated and then purified again with a phenol–chloroform extraction before proceeding to cDNA library preparation following the Omniprep Library preparation protocol (56). An adaptator sequence was ligated to RNA, which was then retrotranscribed with barcoded primers. The barcoded cDNAs were size-selected on a 10% denaturing acrylamide gel, purified and then circularized (CircLigase, Lucigen). Amplification with barcoded primers was performed with a few numbers of PCR cycles (5–8) and a high-fidelity polymerase (Q5, NEB). Amplified libraries were size-selected on a non-denaturing 8% acrylamide gel and purified, and their quality and concentrations were assessed using the TapeStation DNA 1000 ScreenTapes. Ribosome profiling OmniPrep libraries were sequenced by GenomEast (HiSeq 4000 1 × 50bp). After removing adapter sequences from raw reads using cutadapt version 2.1 with the parameters -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -u 13 –maximum-length = 40 –minimum-length = 20 -q 28,28 for Ribo-seq data, and the parameters -a AGATCGGAAGAG -g CTCTTCCGATCT -A AGATCGGAAGAG -G CTCTTCCGATCT for RNA-seq data (raw reads, see ‘Total RNA-seq and QuantSeq’ section). A trimming step was then performed using UrQt version 1.0.18 (57), and reads were mapped to GRCh38.p13 genes sequences using HISAT2 version 2.2.1 (58) with parameters –rna-strandness ‘F’ –norc for Ribo-Seq data. Next, alignment files were converted, using deepTools version 3.0.2 (59), to bigWig files containing a count per million (CPM) mapped reads normalized coverage at one nucleotide resolution. A peak calling step was then performed as described hereafter. For a replicate *i* and a gene *G*, a normalized coverage *cNorm* was computed for a test *T* and a control *C* condition using the following formula:

\begin{eqnarray*}cNorm = \frac{{coverag{e_{ribo}}\left( {{G_i}} \right)}}{{coverag{e_{rna}}\left( {{G_i}} \right)}}\end{eqnarray*}

where *coverage_ribo_* was obtained from Ribo-seq data, and *coverage_rna_* from RNA-seq data. Nucleotide positions at which no coverage was detected from RNA-seq data were skipped. The difference *cDiff_i_* between normalized coverage in *T* and *C* condition was then computed for each replicate *i*. Thus, for a number *N* of replicates, a set of coverage *CDIFF* per replicates was obtained as follows:

\begin{eqnarray*}CDIFF = \left\{ {cDif{f_1}, \ldots ,cDif{f_i}, \ldots ,cDif{f_N}} \right\}\end{eqnarray*}

The average coverage $cMean = \{ {cMea{n_0}, \ldots ,cMea{n_p}, \ldots ,cMea{n_{L - 1}}} \}$ at each CDS position *p* of a gene G of length *L was* computed between replicates, where *cMean_p_* was computed as follows:

\begin{eqnarray*}cMea{n_p} = \frac{{\mathop \sum \nolimits_{i = 1}^N cDif{f_{i,p}}}}{N},\forall 0 \le p \,<\, L;p \in CDS\end{eqnarray*}

Next, the average coverage *MeanCov* and standard error *StdMean* were computed for the gene *G*, and a coverage threshold *T* was defined with $T = MeanCov + ( {StdMean} ) \times 3$, where *MeanCov* and *StdMean* were computed using the formulas:

\begin{eqnarray*}MeanCov = \frac{{\mathop \sum \nolimits_{p = 0}^{L - 1} cMea{n_p}}}{L}\end{eqnarray*}

\begin{eqnarray*}StdMean = \sqrt {\frac{{\mathop \sum \nolimits_{p = 0}^{L - 1} {{\left( {cMea{n_p} - MeanCov} \right)}^2}}}{L}} \end{eqnarray*}

Each region at which *cMean* was above *T* was considered as a peak. Peaks inside CDS with an average coverage below 3 across RNA-seq replicates, were removed. Peaks defined by a region where the average RNA-seq coverage was below 3 were discarded. A score was given for each peak, beginning at a position *s* and ending at a position *e* in a gene. Only peaks position with a score above 3 in two replicates were kept. The score was computed using the formula below:

\begin{eqnarray*}Score = \left( {\frac{{\mathop \sum \nolimits_{p = s}^e cMea{n_p}}}{{\left( {e - s} \right)T}} - 1} \right) \times 100\end{eqnarray*}

The first analysis was done by taking the MAPKi or glutamine-deprived conditions as the test condition, and the DMSO or untreated condition as the control condition, respectively. For each analysis performed with this method, another was carried out by reversing the control and test conditions.

Randomization tests were performed to test whether a set of peaks *P* had a codon compositional bias, or whether peptides encoded in peak regions had an amino acid bias. For this, 10 000 sets of control peaks *C* similar to *P* (same peak number and peak size) located in CDS were sampled. For each peak of *P* and *C*, the frequency of a given feature *X* (*i.e*. codon or encoded amino acid) was computed using the formula: $Freq( X ) = Count( X )/s$, where *Count(X)* is the number of *X* in a peak and *s* is the total number of codons in this peak. The average frequency of *X, Mean_X_*, was then computed for *P* and the 10 000 sets of *C*$MEA{N_C} = \{ {Mea{n_{C1}}, \ldots ,Mea{n_{C10000}}} \}$. To calculate an empirical p-value, the number of control frequencies *Mean_Ci_* upper or equal or lower or equal than the frequency *Mean_X_* was determined. The smaller number between these two was then divided by the number of control peak sets (i.e. 10 000). Note that the p-value cannot be lower than 1/10 000 to avoid multiple testing caveats. The *P*-value was then corrected using the Benjamini–Hochberg procedure. Figure 3E was generated with codons inside coding sequences (CDS) of genes producing transcripts that have at least one ribosome peak. Codons overlapping two different CDS were discarded from the analysis. The frequency of a given codon was computed in the CDS region overlapped by a peak. Starting from the central coordinate of the peak ((end – start)/2 rounded up), the frequency of codons was then computed up to 50 windows of 10 codons with a step of 1 upstream and downstream the peak.

### Compositional bias analyses

To test whether the codon content of different sets of genes was different, the frequencies of each codon in genes according to their size and set was modeled with a generalized linear model for the beta distribution with zero inflation (with R glmmTMB function of the glmmTMB package using beta_family(link = ‘logit’) parameter). Then, a Tukey's test (pairwise comparison) for the ‘set’ factor was done (with R emmeans and pairs functions of the emmeans package). Control sets of genes correspond to expressed genes having a mean DESEQ2 normalized expression greater than 10 and not being in other tested sets. The same procedure was applied to test whether the amino acid content of different sets of proteins was different. When several codons or amino acids are displayed in a figure, an additional Benjamini–Hotchberg correction is performed. The relative frequency of a feature *X* was computed as follows:

\begin{eqnarray*}Refreq\left( X \right) = \frac{{Freq{{\left( X \right)}_t} - Freq{{\left( X \right)}_c}}}{{Freq{{\left( X \right)}_c}}}\end{eqnarray*}

where *Freq*(*X*)*_t_* is the average frequency of a codon or amino acid *X* in a test set of mRNAs or proteins and Freq(*X*)*_c_* is the average frequency of a codon or amino acid *X* in the set of mRNAs expressed in A375 cells or their encoded proteins.

### Functional enrichment analysis and heatmap

Gene ontology (GO) enrichment analysis was performed using DAVID Ontology (60). An annotation file containing GO terms and a gene association file (that links proteins to their most specific GO terms) were downloaded from http://geneontology.org/. A homemade tool was developed to extract all proteins associated with GO:0051301 (cell division) and GO:000628 (DNA repair). Proteins associated with child terms of these GO terms were also treated as belonging to these terms. Only child terms linked to their parents with the qualifiers ‘involved_in’, ‘located_in’, ‘is_active_in’ or ‘part_of’ were considered. In addition, proteins associated with the Uniprot keywords KW-0131 (cell cycle) and KW-0227 (DNA damage) were downloaded from https://www.uniprot.org/keywords/. Only reviewed human proteins were kept. The average frequency of each amino acid in these lists of proteins was calculated using FasterDB (http://fasterdb.ens-lyon.fr/faster/home.pl). Overall, 10 000 sets of proteins were randomly sampled for each list of proteins, and the average frequency of each amino acid for each set was computed. Finally, an empirical p-value was computed for an amino acid *X* in a given protein list *P* as:

\begin{eqnarray*}{P_{emp}} = \frac{{min\left( {k,l} \right) + 1}}{{10\;000 + 1}}\end{eqnarray*}

where *k* is the number of controls sets with an average frequency of *X* higher or equal to *P*, and *l is* the number of controls sets with an average frequency of *X* lower or equal to *P*. For each list of proteins, the *P*-values were corrected using the Benjamini–Hochberg procedure and then transformed using the following formula: $T = 1 - {P_{adj}} \times s$, where ${P_{adj}}$is the corrected p-value and *s*= 1 if *k > l;* otherwise,*s* = − 1.

### Transcriptional mutagenesis

Mapped reads files (see ‘RNA-seq and QuantSeq’ section) were recovered and duplicated reads were removed using the program MarkDuplicates from picard toolkit version 2.18.11 (Picard Toolkit 2019. Broad Institute, GitHub Repository. https://broadinstitute.github.io/picard/) with the parameters VALIDATION_STRINGENCY = LENIENT REMOVE_DUPLICATES = true. Then, the number of mapped reads within each files were recovered using idxstats commands of samtools v1.11. Each bam file was sub-sampled, using samtools v1.11, to have approximately the same number of mapped reads as in the smallest bam file. The command mpileup of the program bcftools v1.16 was used to produce bcf files using the following options: -I -d 10000 -O b -a AD. The mpileup was only performed on human exonic regions. SNP and unchanging nucleotide positions were next called using the command call from bcftools and the parameters -A -V indels -m -O b. The resulting positions were filtered by depth and quality with the command filter from bcftools and the parameters -i ‘QUAL>=10 && DP>=700’ -O b. Finally, these bcf files were again filtered using a homemade Python script to keep only positions that have at least 700 nucleotides of coverage depth and an alternative allele frequency lower than 5%. A transcriptional SNP was identified by REF > ALT, where REF is the nucleotide found in the reference genome at a particular position, and ALT is the nucleotide found on mapped reads at this position with REF ≠ ALT. The number X of nucleotide positions with a coverage depth greater than 700 and containing a SNP REF > ALT was recovered. This number X was then divided by the total number of nucleotide REF with a coverage greater than 700 to obtain a proportion of sites REF with a SNP REF > ALT. Then, we tested whether the proportions of the same SNP across different conditions were different by using a logistic regression. We used the same procedure to test whether the proportion of SNP REF>* are different between conditions. A SNP REF>* corresponds to any SNP located on a given nucleotide REF with a coverage above 700 in the genome. The relative SNP frequency of a given condition compared to DMSO-treated cells was computed using the same formula as defined in ‘Compositional bias analyses section’.

### Mutagenesis reporter experiments

A stable clonal A375 cell line expressing GFP and a mutated and non-fluorescent version of mCherry (CherryOFF) was obtained from retro-viral particles, prepared from the pQC-CherryOFF-GFP plasmid according to Birnbaum *et al.* (61). pQC-CherryOFF-GFP was a gift from Fangliang Zhang (Addgene plasmid #129101; http://n2t.net/addgene:129101;RRID:Addgene_129101). Between 5 × 10^6^ and 2 × 10^7^ genetically-modified cells were treated for 72 h with DMSO (CTRL), 1 mM ENU (+ENU, N3385, Merck), or 1 mM ENU + 1 μM vemurafenib/cobimetinib (+ENU + MAPKi). Alternatively, cells were treated with DMSO (CTRL), 1 mM ENU (+ENU), or 1 μM vemurafenib/cobimetinib (MAPKi) for 72 h before to be cultured in a drug-free medium for 6 days before to be treated with 1 mM ENU (+MAPKi + ENU) for 72 h.

### Immunofluorescence

Cells were seeded into 6-well plates with coverslips and treated the following day with DMSO or 500 nM vemurafenib/500 nM cobimetinib (Euromedex) for 48 h. At the end of the treatment, cells were fixed with 4% PFA at room temperature for 20 min and then washed five times with PBS. Cells were permeabilized in 0.5% PBS-Triton, washed three times with PBS for 5 min, and then blocked in PBS containing 0.1% Tween® 20 Detergent (Sigma) and 5% bovine serum albumin (BSA) for 1 h at room temperature. Primary antibodies were diluted in blocking solution, and anti-gH2AX antibody (1 :750) (Abcam, ab26350) was incubated at room temperature for 1 h, while anti-RAD51 (1:400; Abcam, ab176459) and anti-RAD18 (1:400; Proteintech, 18333–1-AP) were incubated at room temperature for 2.5 h. Cells were then washed five times using PBS with 0.1% Tween® 20, and Alexa Fluor™ 594 (Invitrogen, A21203) or Alexa Fluor™ 488 (Invitrogen, A21206) secondary antibodies (1:1000) were incubated for 1 h at room temperature. Cells were then washed five times with PBS with 0.1% Tween® 20, and coverslips were mounted on glass slides with 20 μl of ProLong™ Diamond with DAPI (Thermo Fisher, P36962) mounting medium. Slides were imaged using Leica 3D upright deconvolution microscope with a CoolSNAP HQ camera, at the PICT-IBiSA Imaging Facility in Orsay, and analysed using a semi-automatic macro on Fiji software. Nuclei containing ≥10 distinct foci were defined as foci-positive, and the percentage of positive nuclei was calculated as [(number of foci positive nuclei)/(number of nuclei scored)] × 100. A minimum of 100 nuclei per sample were scored, and the data shown were collected from at least three biological replicates. The statistical significance of the experimental data was determined using paired *T*-test in GraphPad (Prism10).

### PARPi sensitivity

Cells (4 × 10^3^) were seeded into 96-well plates. The following day, the media was replaced with 100 μl of olaparib-containing media, at final concentrations of 0, 10, 20 and 30 μM, together with 500 nM vemurafenib and 500 nM cobimetinib (Euromedex), in technical triplicates. Control cells were treated with olaparib-containing media (at 0, 10, 20 and 30 μM final concentration) together with DMSO. At the end of the treatment, cell viability was measured by a WST-1 ATP-based assay (Roche, France) after 48 h of treatment. Briefly, WST-1 reagent was added to each well (10 μL per 100 μL of medium) and incubated at 37 °C for 1.5 h. The plates were then read at 450 nm on a TriStar2 LB 942 Multimode Microplate Reader (Berthold Technologies, Germany). Cell sensitivity is represented relative to 0 μM olaparib-treated cells. Statistical significance of the experimental data was determined using two-way ANOVA in GraphPad (Prism10).

## Results

### Compositional biases of MAPKi-regulated gene products

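RNA-seq data of A375 cells, an established BRAF-mutated human melanoma cell line, were analysed from the number of reads counted on each gene in each library. The cells were cultured for 24 h with 500 nM vemurafenib, a BRAF inhibitor, and 500 nM cobimetinib, a MEK inhibitor, or with the solvent DMSO, with 3 libraries per group (MAPKi replicates 1 to 3 and DMSO replicates 1 to 3). The 6 libraries belong to the same sequencing batch according to the sample labels. The RNA-seq section of the paper's methods describes total RNA, its section on RNA extraction describes cells lysed with Triton X-100 and centrifuged, and the sample labels describe RNA from the cytoplasmic fraction of cells lysed with Triton X-100. Ribosomal RNA was depleted before sequencing. The authors trimmed the reads with fastp, aligned them to the human genome with HISAT2 and counted those on exons with htseq-count, and the values are raw counts without normalization. Between 31056296 and 39123093 reads were counted per library with MAPKi (median 35838169), and between 32446146 and 36463622 with DMSO (median 34941450). Differences between replicates of a group exceeded the sampling noise (chi-square per degree of freedom from 4.74 to 15.6 across pairs of libraries), so no library was a copy of another. RN7SK, a non-coding RNA, took from 3.95% to 4.40% of the counts with MAPKi and from 1.93% to 2.15% with DMSO. Counts were normalized with edgeR's TMM method, which gave factors from 0.982 to 1.015. Protein-coding genes with a mean normalized count of at least 10 over the 6 libraries were tested, which left 12600 genes. A gene was counted as down- or upregulated when edgeR's quasi-likelihood test against a log2 fold change of 0.585 gave a Benjamini-Hochberg adjusted p of at most 0.05. These limits are those of the paper's methods, which used DESeq2. For a single gene, the adjusted p comes from the quasi-likelihood test against no change in the same fit. On counts simulated from the DMSO libraries, this procedure called 198 of 200 changed genes and 5 unchanged genes among 12407 tested. The simulated changes were all well above the fold-change threshold and in genes well above the count limit. They do not give the sensitivity for changes near the threshold or for genes with low counts.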

We performed RNA-sequencing after culturing the A375 melanoma cell line for 24h in the absence or presence of a combination of BRAF- and MEK-inhibitors (hereinafter termed MAPK inhibitors [MAPKi]). 

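With MAPKi, 2370 mRNAs were downregulated and 2102 were upregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the fold-change threshold, the setting that moved these numbers most, 5021 mRNAs were lower and 4841 were higher. With DESeq2, 2009 were downregulated and 1704 were upregulated. When each library was left out in turn, from 2249 to 2329 mRNAs were downregulated and from 1992 to 2110 were upregulated. Among mRNAs with a mean normalized count of at least 100, DUSP6 fell most, from a normalized count of 4535 ± 176 (SD, n = 3) with DMSO to 5.98 ± 3.57 (SD, n = 3) with MAPKi. DUSP6 (ENSG00000139318) lies on chromosome 12 of GRCh38 from 89347235 to 89352501 and encodes a phosphatase of the MAPK pathway, and its log2 fold change was -9.55 (standard error 0.13, adjusted p = 7.0e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NPPC and SPRY4 followed with log2 fold changes of -8.27 and -7.48. The largest rises were those of ANGPTL7, MATK and TNS1, with log2 fold changes of 6.81, 6.77 and 6.43. The folds of DUSP6, NPPC, MATK and TNS1 rest on fewer than 10 normalized counts in one of the groups. Standard errors, here and below, were back-calculated as the log2 fold change divided by the square root of the test's F statistic. With 2 to 8 reads of DUSP6 per MAPKi library, its standard error of 0.13 is probably too small. All 14 genes of a list of transcriptional targets of the MAPK pathway, drawn up before the data were examined, were lower in each MAPKi library than in every DMSO library and changed at an adjusted p of at most 0.05, over all genes as well as adjusted over the list alone. Their log2 fold changes went from -9.55 to -0.85 with a median of -2.68, and CCND1, which encodes cyclin D1, had a log2 fold change of -2.89. Of 10000 random lists of 14 genes with similar expression, 0% had a median as low.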

The expression levels of 2010 or 1719 mRNAs were significantly decreased (downregulated mRNAs) or increased (upregulated mRNAs), respectively, in MAPKi-treated cells as compared to control cells (Figure 1A and Supplementary Table S1). Interestingly, 813 and 753 MAPKi-downregulated mRNAs encoded proteins associated with the GO terms ‘nucleoplasm’ and ‘cytoplasm’, respectively, and 626 MAPKi-upregulated mRNAs encoded proteins associated with the GO term ‘Integral component of membrane’ (Figure 1A). In agreement with the fact that nucleoplasmic and cytoplasmic proteins are typically hydrophilic soluble proteins, while membrane proteins tend to be hydrophobic proteins, we noticed that the hydrophobicity index of proteins encoded by upregulated-mRNAs was higher than the hydrophobicity index of proteins encoded by downregulated-mRNAs (Supplementary Figure S1a). This observation raised the possibility that proteins encoded by down- or up-regulated mRNAs had different amino acid composition biases.

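The mean Kyte-Doolittle index, which is higher for more hydrophobic sequences, was computed over each protein, using the longest complete coding sequence per gene in the GENCODE annotation of GRCh38. It was -0.443 ± 0.352 (SD, n = 2358) for proteins of downregulated mRNAs, -0.295 ± 0.379 (SD, n = 2079) for those of upregulated mRNAs and -0.415 for those of the 8022 control mRNAs, meaning tested mRNAs in neither set. The difference between up- and downregulated mRNAs was 0.148 (two-sided permutation test, p = 1e-05, the smallest p that 100000 resamples can give). This difference is smaller than the SD between proteins within either set. It went from 0.114 without the fold-change threshold to 0.168 without DMSO replicate 1.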

**Figure 1.**
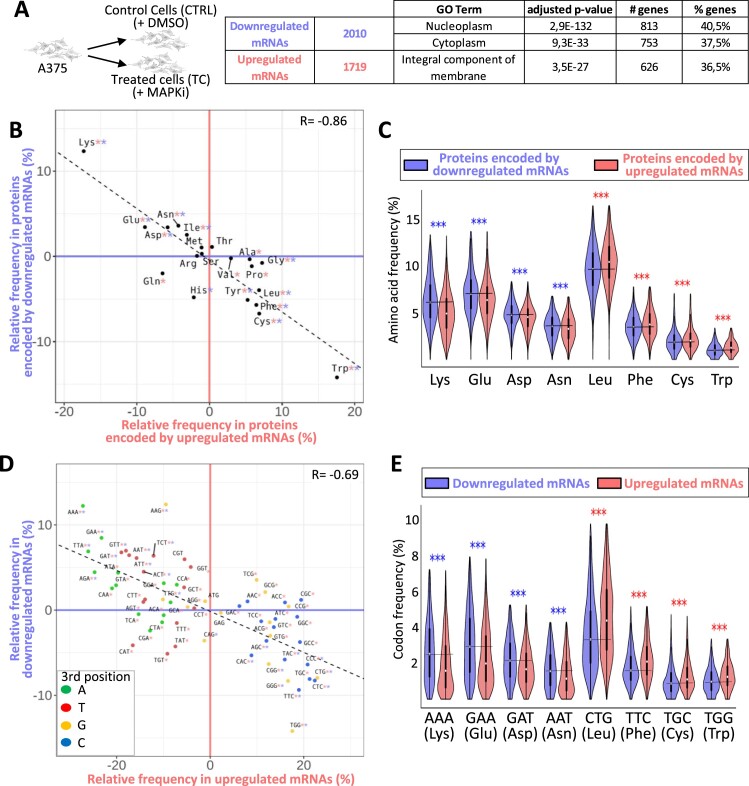
(**A**) A375 cells were cultured for 24h in the absence (CTRL) or in the presence of MAPKi (TC) before RNA-sequencing. Number and GO term analysis of MAPKi-regulated genes. This experiment was performed in triplicate (DESeq2 corrected *P*-value ≤ 0.05 and an average DESeq2 normalized ≥ 10 across conditions). (**B**) Amino acid relative frequency (%) in proteins encoded by MAPKi-regulated mRNAs. The x-axis and y-axis correspond to the relative frequency (%) of each amino acid computed from proteins encoded by MAPKi-upregulated and –downregulated mRNAs, respectively in comparison to the amino acid frequency in control proteins, i.e. proteins encoded by mRNAs expressed in untreated A375 cells. * in red or in blue means that the frequency of an amino acid is statistically different (beta regression analysis followed by a Tukey's test (pairwise comparison) FDR ≤ 0.05) when comparing control proteins to proteins encoded by MAPKi-upregulated or –downregulated mRNAs, respectively. (**C**) Amino acid frequency in proteins encoded by MAPKi-upregulated mRNAs (red) or by MAPKi-downregulated mRNAs (blue). *** indicates that amino acid frequencies are statistically different (beta regression analysis followed by a Tukey's test (pairwise comparison) FDR < 0.001) when comparing proteins encoded by MAPKi-downregulated mRNAs or by MAPKi-upregulated mRNAs. (**D**) Codon relative frequency (%) in MAPKi-regulated mRNAs. The x-axis and y-axis correspond to the relative frequency (%) of each codon computed in MAPKi-upregulated and -downregulated mRNAs, respectively in comparison to all other mRNAs expressed in A375 cells (control mRNAs). * in red or in blue means that the frequency of a codon is statistically different (beta regression analysis followed by a Tukey's test (pairwise comparison) FDR ≤ 0.05) when comparing control mRNAs to mRNAs that were upregulated or downregulated, respectively in MAPKi-treated cells. Green, red, orange, and blue dots represent A-, T-, G-, and C-ending codons, respectively. (**E**) Codon frequency in MAPKi-upregulated mRNAs (red) or in MAPKi-downregulated mRNAs (blue) mRNAs. *** means that codons frequencies are statistically different (beta regression analysis followed by a Tukey's test (pairwise comparison) FDR < 0.001) when comparing MAPKi-downregulated mRNAs and MAPKi-upregulated mRNAs.

Accordingly, hydrophilic residues, such as lysine (Lys), Glu, Asp and asparagine (Asn), were enriched in proteins encoded by MAPKi-downregulated mRNAs, while hydrophobic amino acids, like tryptophan (Trp), cysteine (Cys), phenylalanine (Phe), and leucine (Leu), were enriched in proteins encoded by MAPKi-upregulated mRNA (Figure 1B, C). Thus, proteins encoded by downregulated mRNAs contained on average 30%, 12%, 8%, and 7% more Lys, Glu, Asp and Asn residues, respectively, than proteins encoded by upregulated mRNAs, while the latter contained on average 24%, 11%, 10% and 9% more Trp, Cys, Phe and Leu residues, respectively. In addition, a larger part of MAPKi-downregulated mRNAs encoded for proteins with a higher frequency of Lys, Glu, Asp and/or Asn residues, while a larger part of MAPKi-upregulated mRNAs encoded for proteins with a higher frequency of Trp, Cys, Phe and/or Leu residues (Supplementary Figure S1b).

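The frequency of each amino acid was compared between proteins of downregulated, upregulated and control mRNAs by beta regression with zero inflation and the length of the coding sequence as covariate, followed by Tukey's pairwise comparisons with Benjamini-Hochberg adjustment over the 20 amino acids. Lys made up 6.56% ± 3.07 (SD, n = 2358) of the residues in proteins of downregulated mRNAs, 5.13% ± 2.41 (SD, n = 2079) in those of upregulated mRNAs and 6.03% ± 2.76 (SD, n = 8022) in control proteins. Glu made up 7.32% ± 2.71 in proteins of downregulated mRNAs and 6.64% ± 2.55 in those of upregulated mRNAs. The frequency of Asp was 4.90% ± 1.62 in the first set and 4.54% ± 1.50 in the second, and that of Asn was 3.6% ± 1.46 and 3.37% ± 1.48. Trp went the other way, with 1.11% ± 0.777 in proteins of downregulated mRNAs and 1.41% ± 0.886 in those of upregulated mRNAs. The frequency of Cys was 2.11% ± 1.58 and 2.33% ± 1.75, that of Phe was 3.54% ± 1.45 and 3.91% ± 1.68, and that of Leu was 9.63% ± 2.68 and 10.5% ± 2.77, in the same order. In all of these the SD between proteins was larger than the difference between the sets. Of the 20 amino acids, 14 differed between down- and upregulated mRNAs at an adjusted p of at most 0.05, 9 between downregulated and control mRNAs, and 15 between upregulated and control mRNAs. With the GC content at the third codon position as a covariate, which moved the first number most, 11 amino acids differed. The number of 9 became 5 without MAPKi replicate 1, 5 with a log2 fold-change threshold of 1 and 4 in a fit of all 12 libraries. Compared with control proteins, those of downregulated mRNAs had 8.79% more Lys and 3.37% more Asn (adjusted p = 0.0082 from the beta regression). They had 1.97% more Asp (adjusted p = 0.0208 from the beta regression). The difference in Glu, 1.39%, did not pass (adjusted p = 0.163 from the beta regression), but did without DMSO replicate 1 (1.89%). Against proteins of all other tested mRNAs, a choice made after the values were seen, the difference in Glu was 3.10% and passed.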

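Relative to the mean frequency in proteins of upregulated mRNAs, those of downregulated mRNAs contained 27.9% more Lys, 10.3% more Glu, 7.82% more Asp and 6.98% more Asn. Relative to proteins of downregulated mRNAs, those of upregulated mRNAs contained 27.5% more Trp, 10.6% more Cys, 10.3% more Phe and 8.94% more Leu. All 8 differences had an adjusted p of at most 0.05 in the beta regression, the largest being that of Cys (adjusted p = 2.3e-05 from the beta regression). The difference in Asn was 0.24% when counts were corrected for a GC-content trend in each library, 0.41% when a term for the replicate number was added to this correction, and -0.37% with the GC content at the third codon position as a covariate. The adjusted p of Asn from the beta regression reached 1.0 over these settings, and was 3.5e-08 without them. The other 7 differences kept their direction and an adjusted p of at most 0.05 in each setting tried, and Lys went from 18.2% with the third-position covariate to 34.2% with a log2 fold-change threshold of 1. From these frequencies, the paper states that the hydrophilic residues were enriched in proteins of downregulated mRNAs and the hydrophobic ones in proteins of upregulated mRNAs, and relates this to the hydrophobicity of the encoded proteins (Figure 1B, C).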

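The share of proteins whose frequency of an amino acid lay above the median of control proteins was compared between the sets with Fisher's exact test, Benjamini-Hochberg adjusted over the 8 amino acids named. For Lys, 1331 of 2358 proteins (56.4%) of downregulated mRNAs and 769 of 2079 (37.0%) of upregulated mRNAs lay above this median. The shares were 51.3% and 39.5% for Glu, 51.9% and 42.6% for Asp, and 53.7% and 46.4% for Asn, in the same order. They were lower in downregulated mRNAs for Trp (44.6% and 60.1%), Cys (47.0% and 52.8%), Phe (46.4% and 53.6%) and Leu (47.8% and 60.6%). Adjusted p-values of Fisher's exact test went from 1.07e-37 for Lys to 0.000117 for Cys. After correction of the counts for a GC-content trend, the difference for Asn was 0.336 percentage points (Fisher's exact test, p = 0.834), and the other 7 differences kept their direction.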

We next analysed the codon content of MAPKi-regulated mRNAs. Down- and up-regulated mRNAs were enriched for different sets of codons (Figure 1D). Indeed, A/T-ending codons were enriched in MAPKi-downregulated mRNAs, while G/C-ending codons were enriched in MAPKi-upregulated mRNAs. 

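The frequency of each of the 61 sense codons was compared between the sets in the same way as that of amino acids, with adjustment over 61 codons. Between down- and upregulated mRNAs, 55 of 61 codons differed at an adjusted p of at most 0.05. Upregulated and control mRNAs differed in 58 codons, whereas downregulated and control mRNAs differed in 7 codons, and in 13 at an unadjusted p under 0.05. The number of 7 codons went from 4 without MAPKi replicate 1 to 11 without DMSO replicate 1 when 1 library was left out, and was 3 with a log2 fold-change threshold of 1 or in a fit of all 12 libraries, 13 with the correction for a GC-content trend and 35 without a fold-change threshold, where that of 58 was 31. The number of 55 codons moved most when the counts were corrected for a GC-content trend, to 33 codons. The Lys codon AAA had a mean frequency of 2.87% in downregulated, 2.02% in upregulated and 2.68% in control mRNAs, which is 42.2% more in downregulated than in upregulated mRNAs. With the correction for GC content this difference was 20.8%. The other Lys codon, AAG, had a mean frequency of 3.68% in downregulated and 3.11% in upregulated mRNAs, a difference of 18.6%. Compared with control mRNAs, AAA was 7.19% more frequent in downregulated mRNAs (adjusted p = 0.000134 from the beta regression) and AAG was 10.1% more frequent (adjusted p = 3.3e-12 from the beta regression). With the correction for GC content, the difference in AAA from control mRNAs was -0.20%.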

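All 30 codons ending in A or T were more frequent in downregulated than in upregulated mRNAs, each at an adjusted p of at most 0.05 in the beta regression. Of the 31 codons ending in G or C, 27 were less frequent in downregulated than in upregulated mRNAs, 23 of them at an adjusted p of at most 0.05, and 4 were more frequent, of which AAG and TTG passed the same limit and were named after their values were seen. Set against control mRNAs, the 30 codons ending in A or T were all less frequent in upregulated mRNAs at that limit, and 27 of the 31 codons ending in G or C were more frequent, 25 of them at that limit. In downregulated mRNAs, 17 of the 30 codons ending in A or T were more frequent than in control mRNAs, 2 of them at that limit (AAA and AAT). This depends on the settings, with 28 more frequent without a fold-change threshold, 17 of them at that limit, and 28 less frequent with the counts corrected for a GC-content trend, 5 of them at that limit. With the counts corrected for a GC-content trend, 24 of the 30 codons ending in A or T were more frequent in downregulated than in upregulated mRNAs, 13 of them at that limit, and 20 of the 31 ending in G or C were less frequent, 17 of them at that limit.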

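For the synonymous codons of Glu, GAA had a mean frequency of 3.28% in downregulated, 2.50% in upregulated and 3.15% in control mRNAs, and was 31.2% more frequent in downregulated than in upregulated mRNAs. GAG had mean frequencies of 4.04%, 4.14% and 4.07%, in the same order, and differed by -2.32% (adjusted p = 0.418 from the beta regression). The Asp codon GAT differed by 24.9%, with mean frequencies of 2.37%, 1.89% and 2.30%, and GAC by -4.40%, with 2.53%, 2.65% and 2.50% (adjusted p = 0.00527 from the beta regression). The Asn codon AAT differed by 22.6%, with mean frequencies of 1.76%, 1.43% and 1.69%, and AAC by -4.57%, with 1.84%, 1.93% and 1.79% (adjusted p = 0.000801 from the beta regression). After correction of the counts for a GC-content trend in each library, GAA differed by 13.3%, GAT by 10.7% and AAT by 5.33%, and the sign of GAG and GAC turned, with differences of 5.61% and 2.09%. The adjusted p of GAG from the beta regression was then 0.0033 and that of GAC 0.374. Compared with control mRNAs, GAA was 20.6% less frequent in upregulated mRNAs, given as -20.6% in the bars, and 4.11% more frequent in downregulated mRNAs (adjusted p = 0.163 from the beta regression). GAT differed from control mRNAs by -17.8% in upregulated and by 2.68% in downregulated mRNAs (adjusted p = 0.101 for the latter from the beta regression). AAT differed by -15.2% in upregulated and by 3.95% in downregulated mRNAs (adjusted p = 0.0431 for the latter from the beta regression, with a range from 4.07e-05 to 0.965 over the settings tried), and was not called without MAPKi replicate 1 (2.30%), without DMSO replicate 2 (3.92%) or without DMSO replicate 3 (1.87%). Without DMSO replicate 1, GAA and GAT passed in downregulated mRNAs, with 5.08% and 3.75% more than in control mRNAs. Both also passed without a fold-change threshold (8.15% and 10.1%) and at an adjusted p of 0.01 (4.56% and 3.17%). GAT passed with DESeq2 (3.12%) and without DMSO replicate 2 (2.94%) as well. Both turned negative with a log2 fold-change threshold of 1 (-1.96% and -3.42%) and in the fit of all 12 libraries (-2.11% and -2.57%). After the correction for GC content, the differences of downregulated from control mRNAs were -2.33% for GAA, -3.35% for GAT and -3.46% for AAT. Control mRNAs here are in neither set, while the legend of the paper's Figure 1D compares each set with all other expressed mRNAs. Against all other tested mRNAs, a choice made after the values were seen, GAA differed by 8.73% and GAT by 6.59%, and both passed.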

We also noticed a selective enrichment of a subset of synonymous codons since, for example, only the GAA (but not the GAG), the GAT (but not the GAC), and the AAT (but not the AAC) codons–corresponding to Glu, Asp and Asn, respectively–were enriched in downregulated mRNAs but reduced in upregulated mRNAs (Figure 1D, E and Supplementary Figure S1c).

In summary, mRNAs that were down- or up-regulated by MAPKi treatment contained different codon compositional biases and encoded protein sets with different amino acid compositional biases.

### Compositional biases of TDD-regulated mRNAs in response to MAPKi

We next tested the possibility that MAPKi treatment could affect mRNA stability in a translation-dependent manner. For this, we first measured the TDD index of mRNAs by comparing the expression level of mRNAs in cells treated or not with MAPKi, at initial condition or 3 and 5 h after inhibition of transcription alone or after inhibition of both transcription and translation (Figure 2A). MAPKi treatment increased the TDD index of 1390 mRNAs and decreased the TDD index of 183 mRNAs (Figure 2A and Supplementary Table S1). Although not a formal proof, this observation suggested that MAPKi could affect mRNA expression levels by modulating mRNA stability in a translation-dependent manner.

**Figure 2.**
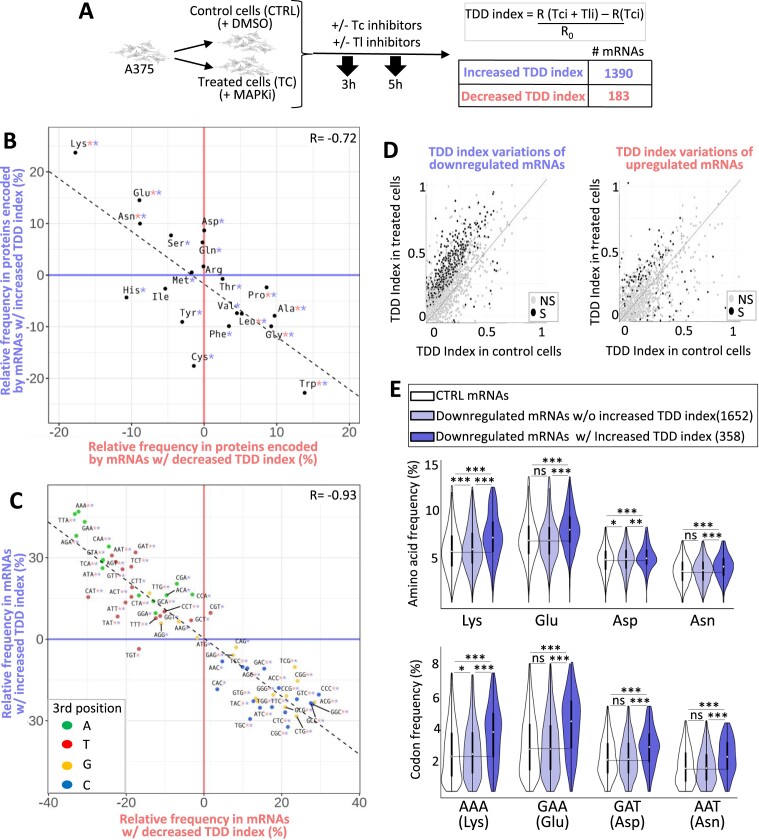
(**A**) A375 cells were cultured for 18 h in the absence or presence of MAPKi and then exposed to transcription inhibitors (Tci) and/or translation inhibitors (Tli) for 3 h or 5 h. The TDD index of each A375-expressed mRNA was computed by subtracting the normalized number of reads obtained in the presence of only Tci (R(Tci)) from that of the normalized number of reads (R) obtained in the presence of both Tci and Tli (R(Tci + Tli)). The subtraction sum was then divided by the initial normalized-number of reads (R0). This experiment was performed in triplicate. A Student's test was computed (see Materials and Methods) to check if the TDD index of a mRNA was significantly affected (p-value ≤ 0.05) in response to MAPKi as compared to the DMSO condition. Only mRNAs with a significant TDD index variation were considered; these were classified as mRNAs with increased or decreased TDD index according to whether their average TDD index (across replicates and T3 and T5 treatment times) was higher or lower, respectively, in the MAPKi condition as compared to the DMSO condition. (**B**) Amino acid relative frequency (%) in proteins encoded by mRNAs whose TDD was regulated by MAPKi. The x-axis and y-axis correspond to the relative frequency (%) of each amino acid computed from proteins encoded by mRNAs whose TDD index was decreased or increased, respectively in comparison to control proteins, i.e. all other proteins encoded by mRNAs expressed in the A375 cells (control proteins). * in red or in blue means that the frequency of an amino acid is statistically different (beta regression analysis followed by a Tukey's test (pairwise comparison) FDR ≤ 0.05) when comparing control proteins to proteins encoded by mRNAs whose TDD was decreased or increased, respectively in MAPKi-treated cells. (**C**) Codon relative frequency (%) in mRNAs whose TDD was regulated by MAPKi. The x-axis and y-axis correspond to the relative frequency (%) of each codon computed from mRNAs whose TDD decreased or increased, respectively in comparison to control mRNAs, i.e. all other mRNAs expressed in A375 cells. * in red or in blue means that the frequency of a codon is statistically different (beta regression analysis followed by a Tukey's test (pairwise comparison) FDR ≤ 0.05) when comparing control mRNAs to mRNAs whose TDD was decreased or increased, respectively in MAPKi-treated cells. Green, red, orange, and blue dots represent A-, T-, G- and C-ending codons, respectively. (**D**) Comparison of the TDD index of mRNAs calculated in control cells or in cells treated for 24h by MAPKi. On the left, the TDD index measured in control cells of each MAPKi-downregulated mRNA (x-axis) was plotted against their TDD index measured in MAPKi-treated cells (y-axis). On the right, the TDD index measured in control cells of each MAPKi-upregulated mRNAs (x-axis) was plotted against their TDD index measured in MAPKi-treated cells (y-axis). Grey dots represent mRNAs whose TDD index was not statistically different (NS) when comparing treated cells to control cells. Black dots represent mRNAs whose TDD index was statistically different (S, linear regression analysis two-tailed *t*-test p-value ≤ 0.05) when comparing treated cells to control cells. The gray line indicates when the TDD values are identical under the compared conditions. (**E**) Frequency (%) of codons (on the bottom panel) and amino acids (on the top panel) in three different mRNA populations and the three different protein sets that they produce. On the top, amino acid frequency in proteins encoded by control (CTRL) mRNAs (i.e. expressed mRNAs without those downregulated by MAPKi), MAPKi-downregulated mRNAs whose TDD was not increased, and MAPKi-downregulated mRNAs whose TDD increased. On the bottom, codon frequency in control (CTRL) mRNAs, MAPKi-downregulated mRNAs whose TDD was not increased, and MAPKi-downregulated mRNAs whose TDD increased. *** FDR < 0.001 and * FDR ≤ 0.05 in beta regression analysis followed by a Tukey's test (pairwise comparison). NS, not statistically significant.

Remarkably, the Lys, Glu, Asp and Asn residues were enriched in proteins encoded by mRNAs with an increased TDD index in response to MAPKi, while other amino acids, including tryptophan (Trp), glycine (Gly), alanine (Ala), proline (Pro) and leucine (Leu), were enriched in proteins encoded by mRNAs with a decreased TDD index in response to MAPKi treatment (Figure 2B and Supplementary Figure S2a). In addition, the majority of codons that were enriched in mRNAs with an increased TDD index in response to MAPKi was reduced in mRNAs whose TDD index decreased (Figure 2C). Furthermore, the majority of codons that was enriched in mRNAs whose TDD index increased in response to MAPKi corresponded to A/T-ending codons, while most codons enriched in mRNAs whose TDD index decreased in response to MAPKi were G/C-ending codons (Figure 2C and Supplementary Figure S2b). This observation agreed with a recent report showing that the MAPK pathway modulates codon optimality of A/T-ending codons (8).

We noticed that MAPKi treatment increased the TDD index of a large number of mRNAs when compared to the number of mRNAs whose TDD decreased (i.e. 1390 versus 183, Figure 2A). In addition, a large number of MAPKi-downregulated mRNAs had a significantly increased TDD index in response to MAPKi, while the TDD index of MAPKi-upregulated mRNAs was either increased or decreased (Figure 2D). This suggested that the TDD increase could contribute to the downregulation of a large subset of mRNAs in response to MAPKi. On the contrary, TDD does not appear to explain MAPKi-induced mRNA upregulation. Based on these considerations, we decided to focus our analyses on MAPKi-downregulated mRNAs whose TDD index increased in response to MAPKi.

Proteins encoded by MAPKi-downregulated mRNAs whose TDD increased had a higher frequency of Lys, Glu, Asp and Asn as compared to proteins encoded by MAPKi-downregulated mRNAs whose TDD was not affected by MAPKi (Figure 2E, upper panel). Likewise, MAPKi-downregulated mRNAs whose TDD increased had a higher frequency of AAA (Lys), GAA (Glu), GAT (Asp) and AAT (Asn) codons, as compared to MAPKi-downregulated mRNAs with a non-affected TDD (Figure 2E, lower panel).

Collectively, these observations suggested that MAPKi decrease the expression level of a subset of compositionally biased mRNAs by triggering their co-translational degradation through TDD.

### Compositional biases of MAPKi-regulated ribosomal peaks

To analyse the dynamics of ribosomes on mRNAs in response to MAPKi, we performed ribosome profiling experiments and then computed mRNA ribosomal peaks (Figure 3A and Supplementary Figure S3a). mRNA regions in which the local density of ribosomes was higher in control cells than in treated cells are referred to as CC peaks, and mRNA regions in which the local density of ribosomes was higher in treated cells than in control cells, are referred to as TC peaks. In total, 1281 CC peaks were detected in 984 mRNAs in control cells, and 1974 TC peaks were detected in 1509 mRNAs in treated cells (Figure 3A and Supplementary Table S1).

**Figure 3.**
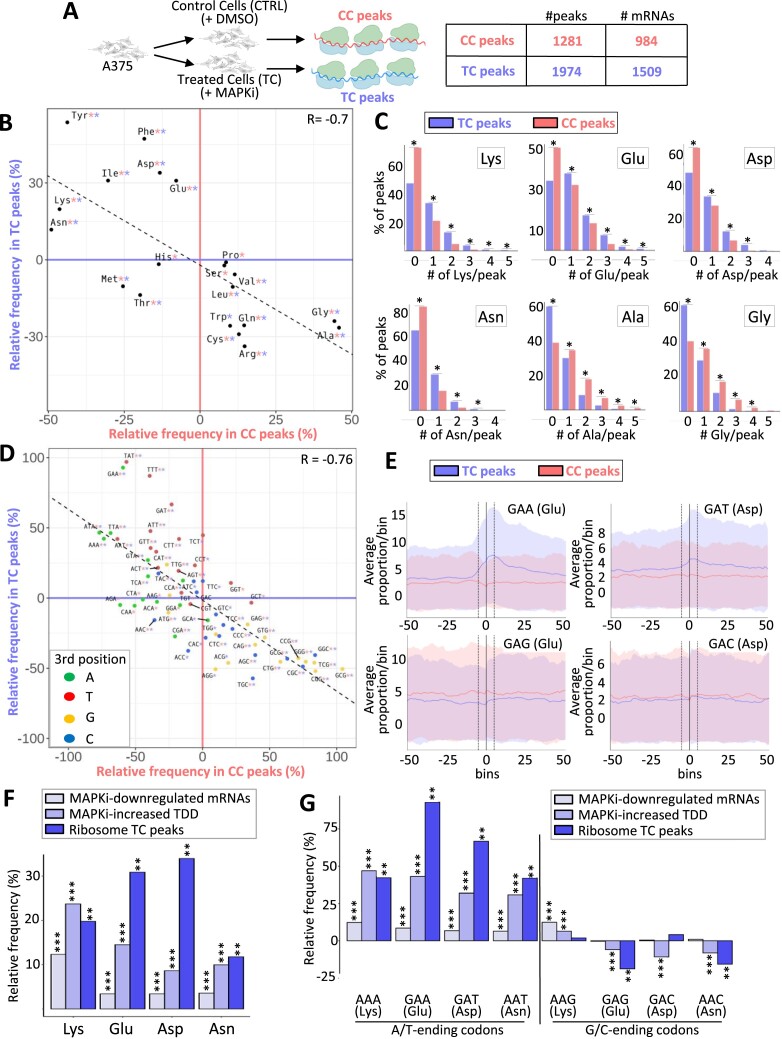
(**A**) A375 cells were cultured for 24h in the absence (CTRL) or in the presence of MAPKi (TC) before performing ribosome profiling and identifying ribosomal peaks in control cells compared to treated cells (CC peaks) or in treated cells compared to control cells (TC peaks). This experiment was performed in triplicate, and ribosome peaks were defined when the differences in the average coverage *cMean_p_* between replicates for a given gene at a given CDS position *p* between MAPKi and DMSO treatment was above a threshold *T*, computed as [*T* = *MeanCov* +*|StdMean*| × 3] where *MeanCov* and *StdMean* corresponds to the average and standard error, respectively, of the *cMean_p_*across all nucleotide positions *p* for a given gene (see Materials and Methods). (**B**) Amino acid relative frequency (%) in peptides encoded by ribosome peaks in control (CC peaks) or MAPKi-treated (TC peaks) cells. The x-axis and y-axis correspond to the relative frequency (%) of each amino acid computed from CC peaks or TC peaks, respectively compared to random control peaks. * in red or in blue means that the frequency of an amino acid is statistically different (one-tailed randomization test FDR ≤ 0.05) when comparing CC peaks or TC peaks, respectively to control peaks. (**C**) Percentage of TC peaks (blue) and CC peaks (red) that contain different numbers (#) of Lys, Glu, Asp, Asn, Ala or Gly residues.*Binomial proportion test FDR ≤ 0.05. (**D**) Codon relative frequency (%) in mRNA regions with a ribosome peak in control (CC peaks) or MAPKi-treated (TC peaks) cells. The x-axis or y-axis correspond to the relative frequency (%) of each codon computed from CC peaks or TC peaks, respectively compared to random control peaks. * in red or in blue means that the frequency of a codon is statistically different (one-tailed randomization test FDR ≤ 0.05) when comparing CC peaks or TC peaks, respectively to control peaks. Green, red, orange, and blue dots represent A-, T-, G-, and C-ending codons, respectively. (**E**) Frequencies of codons within and around ribosome peaks. The average frequencies of codons at bin 0 was computed in ribosome protected mRNA regions. The same procedure was applied for other bins (windows of 10 codons) starting from the central coordinate of each peak. The red curve corresponds to the values computed from CC peaks and the red shadow reflects the standard deviation of the values. The blue curve corresponds to the values computed from TC peaks and the blue shadow reflects the standard deviation of the values. (**F**) Amino acid relative frequency (%) in proteins encoded by MAPKi-downregulated mRNAs, mRNAs whose TDD increased in response to MAPKi, and in peptides encoded by regions with ribosomal peaks induced by MAPKi (TC peaks) as described in Figures 1B, 2B, and 3B respectively. ***FDR ≤ 0.05 (beta regression analysis followed by a Tukey's test (pairwise comparison) and ** FDR ≤ 0.05 (one tailed randomization test). (**G**) Codon relative frequency (%) in MAPKi-downregulated mRNAs, mRNAs whose TDD increased in response to MAPKi, and in mRNAs regions with ribosomal peaks induced by MAPKi (TC peaks) as described in Figures 1D, 2C, and 3D respectively. ***FDR ≤ 0.05 (beta regression analysis followed by a Tukey's test (pairwise comparison) and ** FDR ≤ 0.05 (one-tailed randomization test).

We next analysed the amino acid- and codon-composition of CC peaks and TC peaks. Some amino acids were enriched in TC peaks but reduced in CC peaks and conversely some amino acids were enriched in CC peaks but reduced in TC peaks (Figure 3B and Supplementary Figure S3b). For example, TC peaks contained more frequently at least one Lys, Asp, Glu and/or Asn residue than CC peaks, and the latter contained more frequently at least one Ala and/or Gly residue (Figure 3C). Furthermore, some codons were more frequent in TC peaks than in CC peaks, while other were more frequent in CC peaks (Figure 3D and Supplementary Figure S3b). Interestingly, most codons enriched in TC peaks were A/T-ending codons, while most codons enriched in CC peaks were G/C-ending codons (Figure 3D). This observation suggested that ribosomes could spend more time on A/T-ending codons in MAPKi-treated cells compared to control cells in agreement with a recent report showing that the MAPK pathway modulates codon optimality of A/T-ending codons (8). In addition, a higher enrichment of TC peaks in the A/T-ending codons, like GAA (Glu), GAT (Asp), AAT (Asn) and AAA (Lys) was observed in contrast to the corresponding G/C-ending codons (Figure 3E and Supplementary Figure S3c). Finally, in agreement with a relationship between local density of ribosomes and translation-dependent mRNA decay, we observed that the TDD index of most MAPKi-downregulated mRNAs containing TC peaks increased in response to MAPKi (Supplementary Figure S3d). Of note as well, ∼30% of MAPKi-downregulated mRNAs contained MAPKi-induced TC peaks and/or had their TDD increased in response to MAPKi (Supplementary Figure S3e).

To summarize, codons encoding amino acids such as Lys, Glu, Asp and Asn were enriched in (i) MAPKi-downregulated mRNAs, (ii) mRNAs whose TDD increased in response to MAPKi and (iii) MAPKi-induced ribosomal peaks (Figure 3F). Furthermore, only the A/T-ending codons (AAA, GAA, GAT, AAT) corresponding to these amino acids were enriched at the expense of the corresponding G/C-ending codons, with the exception of the AAG (Lys) codon (Figure 3G). These data support a model in which MAPKi treatment affects the dynamics of ribosomes when going through A/T-ending codons corresponding to certain amino acids (e.g. Glu and Asp), which could trigger a selective-mRNA TDD-dependant degradation.

### Amino acid bioavailability and codon-dependent selective effects

As the decrease in the intracellular concentration of certain amino acids can induce ribosome pauses and as the MAPK pathway in melanoma cells can affect amino acid metabolism (see Introduction), we next measured the intracellular concentration of Lys, Glu, Asp, Asn, Gln and Arg in the absence or presence of MAPKi. While the intracellular concentration of Lys, Gln and Arg was not affected, the intracellular concentrations of Glu, Asp and Asn decreased in response to MAPKi (Figure 4A). Of note, similar results were obtained using another BRAF-mutated melanoma cell line (the M249 cell line), in which MAPKi led also to a decrease in Glu intracellular concentration (Figure 4B). This result raised the possibility that MAPKi could have a selective effect on mRNAs whose translation requires a relatively large amount of specific amino acids like Glu and Asp.

**Figure 4.**
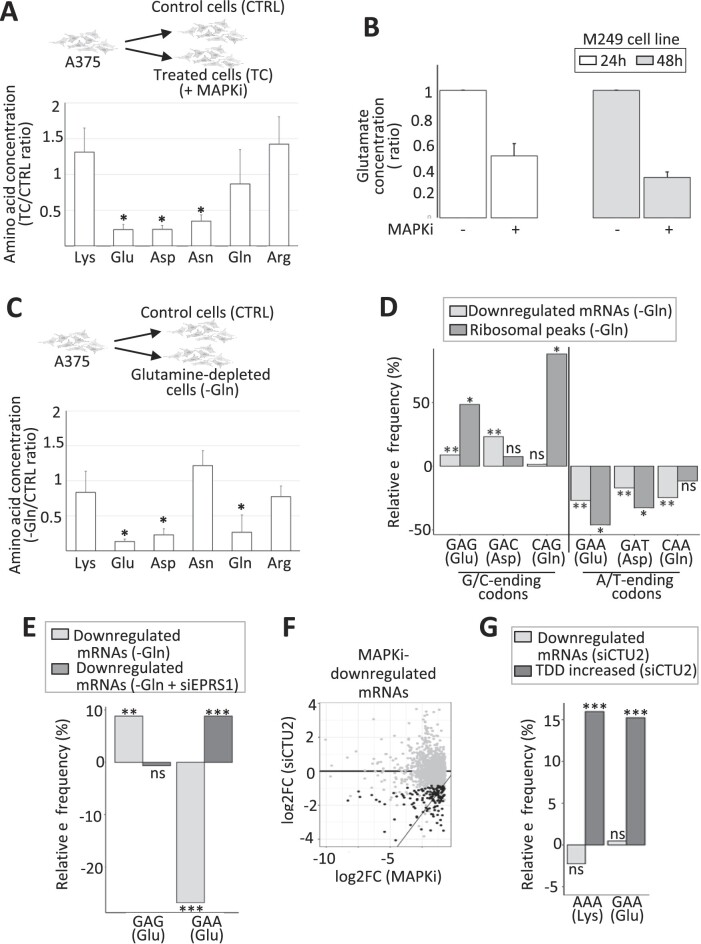
(**A**) Ratio of the intracellular concentration of Lys, Glu, Asp, Asn, Gln and Arg in cells exposed 24 h to MAPKi as compared to control cells. *P ≤ 0.05 (two-tailed paired *t*-test, *n* = 4). (**B**) Ratio of the intracellular concentration of Glu in M249 cells exposed to MAPKi for 24 or 48 h as compared to control cells (*n* = 3). (**C**) Ratio of the intracellular concentration of Lys, Glu, Asp, Asn, Gln, and Arg in cells grown for 24h in the absence of Gln compared to control cells. *P≤ 0.05 (two-tailed paired *t*-test, *n* = 3). (**D**) Relative frequency of G/C-ending codons (GAG, GAC and CAG) and A/T-ending codons (GAA, GAT and CAA) corresponding to Glu, Asp and Gln in mRNAs whose expression level was downregulated in glutamine-depleted cells (-Gln) compared to all other expressed mRNAs and in ribosomal peaks induced by Gln-depletion compared to random control peaks. ** corresponds to a Tukey's test (pairwise comparison, FDR ≤ 0.01) and *corresponds to a one-tailed randomization test (FDR ≤ 0.01). (**E**) Relative frequency of the GAG and GAA codons corresponding to Glu in mRNAs whose expression level was downregulated in Gln-depleted cells (–Gln) and in mRNAs whose expression level was downregulated in Gln-depleted cells transfected with an siRNA targeting EPRS1 (–Gln + siEPRS1). Relative frequencies were computed against all other expressed mRNAs. Beta regression analysis followed by a Tukey's test (pairwise comparison) FDR ≤ 0.01 (**) or <0.001 (***). (**F**) The log_2_ fold change of the expression level of each MAPKi-downregulated mRNAs (x-axis) was plotted against the log_2_ fold change of their expression level in siCTU2-transfected cells compared to control cells (y-axis). Black dots represent mRNAs whose expression level was significantly (DESeq2 adjusted *P*-values ≤ 0.05, *n* = 3) decreased by at least 50% (while still having an average normalized expression level >10) when comparing siCTU2-transfected cells to control cells. (**G**) Relative frequency of the A/T-ending codons (AAA and GAA) corresponding to Lys and Glu in mRNAs whose expression level was downregulated and in mRNAs whose TDD increased in siCTU2-transfected cells. *** beta regression analysis followed by a Tukey's test (pairwise comparison, FDR < 0.001).

To challenge this possibility, we cultured melanoma cells in the absence of Asp and/or Glu. However, we did not observe any significant effect on neither Asp- and Glu-intracellular concentration, nor on cell viability (Supplementary Figure S4a and b). One possible explanation is that Glu and Asp are produced from Gln provided by the growth medium. Supporting this possibility, Gln depletion from the growth medium decreased the intracellular concentration of Gln as well as Glu and Asp (Figure 4C).

Since Gln deprivation somehow mimics the decrease of Glu and Asp intracellular concentration as observed in response to MAPKi (compared Figure 4A and C), we analyzed the effect of Gln deprivation on gene expression and ribosome profile (Supplementary Table S1, Supplementary Figure S4c). The decrease in the intracellular concentration of Gln, Glu and Asp that was induced by Gln deprivation was associated with an enrichment of some codons corresponding to these amino acids in downregulated mRNAs and in ribosome peaks induced by Gln depletion (Figure 4D). However, in contrast to what we observed in MAPKi-treated cells, the decrease in the intracellular concentration of Glu and Asp that was induced by Gln depletion was associated with an enrichment of the G/C-ending codons (i.e. GAG and GAC) and not the A/T-ending codons (i.e. GAA and GAT) (Figure 4D). These results suggested that the decrease in amino acid bioavailability is not sufficient to explain synonymous codon-selective effects in agreement with previous reports (see Introduction).

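For Gln depletion, A375 cells were cultured for 24 h in medium without glutamine or in control medium with 2 mM glutamine, with 3 libraries per group (Gln-depleted and CTRL medium replicates 1 to 3), processed as in the MAPKi experiment but sequenced in another batch. The sample labels place replicate 1 in one experimental batch and replicates 2 and 3 in another. The labels name no siRNA, whereas Table S1 of the paper takes its genes regulated by Gln depletion from cells with a control siRNA. Between 31292346 and 40071368 reads were counted per library in Gln-depleted cells (median 37325896), and between 35246434 and 38045639 in control medium (median 35658965), with TMM factors from 0.916 to 1.066. Replicates of a group differed by more than in the MAPKi experiment (chi-square per degree of freedom from 39.6 to 191). Of 12517 tested mRNAs, 299 were downregulated and 399 were upregulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Libraries with the same replicate number shared their deviation from the mean of their group across genes (correlations of 0.598, 0.458 and 0.394, taken across genes, which are not independent replicates). With a term for the replicate number, 1031 mRNAs were downregulated and 1049 were upregulated, and all of the 299 and 399 were among them. Leaving out 1 library also moved these numbers, to 71 and 177 without Gln-depleted replicate 2, to 69 and 190 without CTRL medium replicate 2, to 88 and 160 without CTRL medium replicate 3, and to 155 downregulated without Gln-depleted replicate 3. On counts simulated from the libraries in control medium, 124 of 200 changed genes were called and 2 unchanged genes among 12438 tested. These simulated changes were again all well above the fold-change threshold and the count limit. Among mRNAs with a mean normalized count of at least 100, the largest falls were those of GALNT3, LRRTM4 and PCDH7, with log2 fold changes of -4.07, -3.80 and -3.69. The largest rises were those of CCND2, KLHDC7B and FUT1. CCND2 had 0 reads in the 3 libraries in control medium and was at least 80.2-fold higher in Gln-depleted cells. It had from 41 to 445 reads per Gln-depleted library, so this bound would be lower without the library with the most reads. KLHDC7B and FUT1 had log2 fold changes of 7.66 and 6.85. In control medium these rest on at most 4 reads of KLHDC7B and 6.02 normalized counts of FUT1 per library. When each library was left out in turn, the log2 fold change of KLHDC7B went from 7.08 to 11.16.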

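Of 20 cytosolic aminoacyl-tRNA synthetase genes listed before the data were examined, 19 could be tested with MAPKi, of which 13 were lower and 3 (QARS1, NARS1 and SARS1) were higher at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the numbers were the same adjusted over the list alone. The median log2 fold change was -0.55, and 1.01% of random lists with similar expression had a median as low. The largest change was that of FARSB (ENSG00000116120, chromosome 2, 222566899 to 222656092), which encodes a subunit of the phenylalanyl-tRNA synthetase and went from a normalized count of 3131 ± 104 (SD, n = 3) with DMSO to 652 ± 22.3 (SD, n = 3) with MAPKi. Its log2 fold change was -2.26 (standard error 0.048, adjusted p = 5.6e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). QARS1, the glutaminyl-tRNA synthetase, was higher in each MAPKi library than in every DMSO library, with a log2 fold change of 1.00 (standard error 0.052, adjusted p = 8.6e-08 from the same edgeR test). IARS1, which was not called, varied between replicates, from 62.0 to 1034 normalized counts with DMSO. VARS1, which the table also lists as 6 further copies, was under the count limit with MAPKi. With Gln depletion, 20 could be tested, of which 7 were higher and 1, FARSA, was lower (10 and 1 adjusted over the list alone), the median log2 fold change was 0.78, and 0.01% of random lists had a median as high. The largest rise was that of WARS1, from 7616 ± 1014 (SD, n = 3) in control medium to 38981 ± 9984 (SD, n = 3) normalized counts, a log2 fold change of 2.36 (standard error 0.24, adjusted p = 0.0019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and SARS1 and GARS1 followed with 1.86 and 1.55. FARSA had a log2 fold change of -0.91, with a call that was lost in 5 of the 6 fits that each left out a library. With a term for the replicate number, 12 were higher and 1 was lower. The number of 7 depended on single libraries, with 3 higher without Gln-depleted replicate 2 and 4 without CTRL medium replicate 2 or CTRL medium replicate 3. Of 17 mitochondrial synthetase genes, 15 could be tested in each experiment. With MAPKi, 10 of these were lower and 3 (MARS2, LARS2 and HARS2) were higher, with the same numbers adjusted over the list alone, and the median log2 fold change of the list was -0.38 with MAPKi and -0.43 with Gln depletion. Without CTRL medium replicate 1, the log2 fold change of QARS1 with Gln depletion was 0.21, against -0.22 with all libraries (adjusted p = 0.632 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

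**Figure D1:**
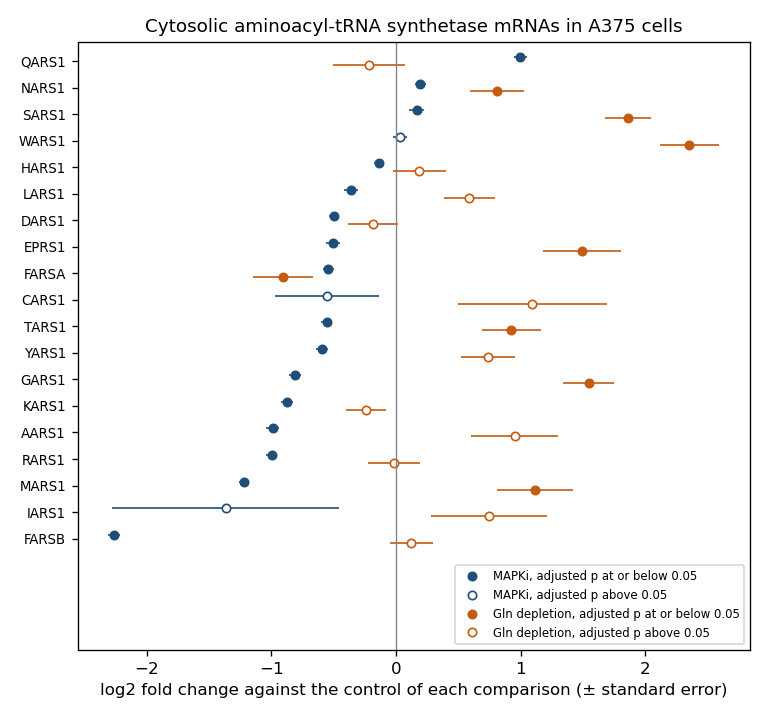
Log2 fold change of the 19 cytosolic aminoacyl-tRNA synthetase mRNAs tested in both experiments (without VARS1), with MAPKi and with Gln depletion. Bars are the standard error, back-calculated from the test's F statistic, and filled symbols mark an adjusted p of at most 0.05. FARSB with MAPKi lies at -2.26 and WARS1 with Gln depletion at 2.36.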

Since aminoacyl-tRNA synthetases contribute to codon-selective effects, we inspected our RNA-seq datasets and we found that the expression level of several aminoacyl-tRNA synthetases varied in response to MAPKi treatment or in response to Gln depletion. Among these, we focused on the EPRS1 aminoacyl-tRNA synthetase, which loads Glu onto the corresponding tRNAs, because the expression level of EPRS1 was repressed in response to MAPKi but increased in response to Gln depletion, as validated by RT-qPCR (Supplementary Figure S4d). 

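EPRS1 (ENSG00000136628), which lies on chromosome 1 of GRCh38 from 219968600 to 220046530 on the minus strand, had a normalized count of 8141 ± 402 (SD, n = 3) with MAPKi and 11568 ± 626 (SD, n = 3) with DMSO. Its log2 fold change was -0.51 (standard error 0.056, adjusted p = 2.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in each MAPKi library than in every DMSO library. The call held in 17 of 18 alternative settings, and was lost when all 12 libraries were fitted together (adjusted p = 0.0953 from edgeR's quasi-likelihood test, the highest of a range that starts at 9.17e-16). The change stayed within the fold-change threshold, so EPRS1 was not among the downregulated mRNAs. In Gln-depleted cells the normalized count was 15144 ± 3881 (SD, n = 3), against 5377 ± 1833 (SD, n = 3) in control medium. The log2 fold change was 1.49 (standard error 0.31, adjusted p = 0.0173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in each Gln-depleted library than in every library in control medium. Without Gln-depleted replicate 2, in which the normalized count was 19530, the log2 fold change was 1.27 and the call was lost (adjusted p = 0.0684 from edgeR's quasi-likelihood test, within a range over settings from 4.73e-05 to 0.0684). The call held in 17 of 18 alternative settings, the term for the replicate number included. Fits without this term leave the differences between replicate numbers in the error. The difference between the log2 fold changes with MAPKi and with Gln depletion was itself tested over the 12 libraries and was -1.97 (standard error 0.33, adjusted p = 0.000621 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the opposite direction of these changes, the paper reasons that EPRS1 was the synthetase to study further.

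**Figure D2:**
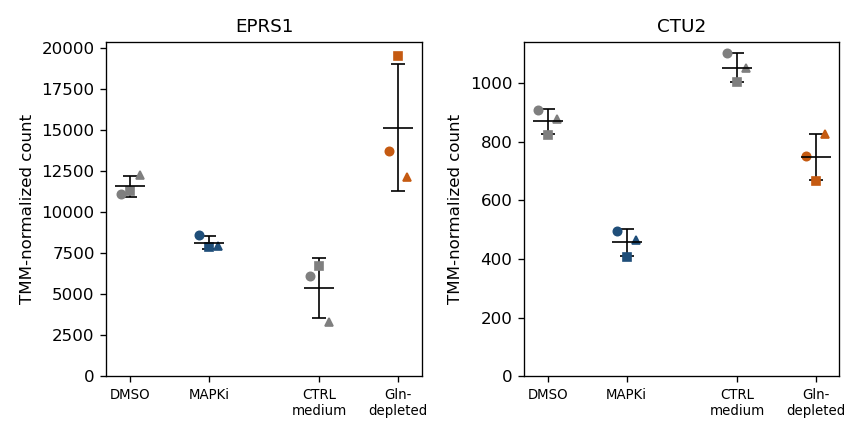
Normalized counts of EPRS1 and CTU2 in each library of the MAPKi and the Gln depletion experiments, with circles, squares and triangles for replicates 1, 2 and 3, a line for the mean and bars for the SD (n = 3). The 3 MAPKi libraries lie below the 3 DMSO libraries for both genes, and the 3 Gln-depleted libraries lie above those in control medium for EPRS1.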

To test the potential role of EPRS1 on codon-selective effects, A375 cells were cultured in the absence or presence of Gln and in the absence or presence of EPRS1 (Supplementary Table S1). EPRS1 depletion abolished the codon-selective effect of Gln depletion with respect to the enrichment of the GAG codon to the advantage of the GAA codon suggesting that EPRS1 could at least in part participate to the codon-selective effect observed after Gln depletion (Figure 4E).

We also observed in our datasets that some enzymes that can modulate codon-selective effects by biochemically modifying tRNAs (see Introduction) were differentially expressed in MAPKi-treated cells as compared to control cells. Among these, CTU2 caught our attention for three reasons: (i) CTU2 expression was decreased in MAPKi-treated cells (Supplementary Figure S4f); (ii) an important role of CTU2 in melanoma cells has already been reported (18) and (iii) CTU2, which modifies uracil on position 34 of some tRNAs, modulates the interactions between anti-codons and some A-ending codons, in particular the AAA (Lys) and GAA (Glu) codons (18). 

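Of 15 genes for tRNA-modifying enzymes listed before the data were examined, 11 were lower and 3 (URM1, ELP5 and ADAT3) were higher with MAPKi at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the same numbers adjusted over the list alone. The median log2 fold change was -0.26, and ADAT2 and CTU2 were among the downregulated mRNAs. With counts corrected for a GC-content trend, 8 were lower and 1 was higher. ADAT2, a subunit of the deaminase that makes inosine in the anticodon of some tRNAs, went from a normalized count of 330 ± 21.9 (SD, n = 3) with DMSO to 65.6 ± 10.8 (SD, n = 3) with MAPKi, a log2 fold change of -2.32 (standard error 0.13, adjusted p = 1.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The queuine tRNA-ribosyltransferase subunit QTRT1 had a log2 fold change of -0.55. Together with the synthetase lists, 43 of 49 tested genes changed with MAPKi, and 21 did when all 12 libraries were fitted together. With Gln depletion 11 of 50 did (5 lower and 8 higher adjusted over the lists alone), 27 with a term for the replicate number, and 3 without Gln-depleted replicate 2. Among tRNA-modifying enzymes, Gln depletion lowered QTRT1 alone (log2 fold change -0.79, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass adjusted over the list alone or in any of the 6 fits that each left out a library, and 3 were lower and 2 were higher with a term for the replicate number.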

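CTU2 (ENSG00000174177) lies on the plus strand of chromosome 16 from 88706483 to 88715396, where it overlaps PIEZO1. It had a normalized count of 456 ± 45.2 (SD, n = 3) with MAPKi and 869 ± 42.7 (SD, n = 3) with DMSO. Its log2 fold change was -0.93 (standard error 0.080, adjusted p = 3.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 MAPKi libraries than in every DMSO library, and the call held in 18 of 18 alternative settings. CTU1, the partner of CTU2, had a log2 fold change of -0.23 (standard error 0.077, adjusted p = 0.0205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost without MAPKi replicate 3 (0.0611) and without DMSO replicate 2 (0.0704) and when all 12 libraries were fitted together (0.357). With Gln depletion the normalized count of CTU2 was 747 ± 79.1 (SD, n = 3), against 1052 ± 49.7 (SD, n = 3) in control medium. This log2 fold change of -0.49 was not called (standard error 0.18, adjusted p = 0.0886 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but it was with a term for the replicate number (adjusted p = 0.0164 in edgeR's quasi-likelihood test, within a range over settings from 0.00907 to 0.267). The difference in the log2 fold change of CTU2 between the MAPKi and the Gln depletion experiments was -0.41 (standard error 0.19, adjusted p = 0.103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed with a term for the replicate number (0.0189).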

Since we observed an enrichment of these codons in MAPKi-downregulated mRNAs, TDD-induced mRNAs, and MAPKi-induced ribosomal peaks (Figure 3G), we tested whether the CTU2 depletion could mimic the selective MAPKi-effect. Supporting such a possibility, we first observed that CTU2 depletion resulted in the downregulation of a subset of mRNAs that were also downregulated in response to MAPKi (Figure 4F and Supplementary Table S1). In addition, the AAA (Lys) and GAA (Glu) codons were enriched in mRNAs whose TDD was increased in CTU2 depleted cells, as expected (18) and as observed in MAPKi treated cells (compare Figure 4G to Figure 3G).

In sum, our observations support a model in which the decreases in Glu and Asp bioavailability in MAPKi-treated cells resulted in an increase in the local density of ribosomes going through mRNA regions that require these amino acids to be translated (Figure 3), which could result in translation-dependent mRNA degradation (Figure 2), and consequently in the decrease of the expression levels of mRNAs encoding for compositionally biased proteins (Figure 1). However, selective effects of synonymous codons–notably A/T-ending codons corresponding to Asp and Glu–probably depend on several parameters, such as the expression of aminoacyl transferases or tRNA-modifying enzymes (Figure 4, see Discussion).

### Protein amino acid composition biases and cellular functions

Since MAPKi treatment triggers TDD of a subset of mRNAs (Figure 2) and since TDD is likely to be dynamic and reversible, we next wondered whether the MAPKi-dependent mRNA downregulation persists after MAPKi removal, i.e. in the so-called persister cell population. To address this question, we performed RNA-seq on persister cells (Figure 5A and Supplementary Table S1). A large number of TDD-downregulated mRNAs that we identified in cells exposed to MAPKi (Figure 2) was still significantly downregulated in persister cells (Figure 5A). In addition, the MAPKi-dependent decrease in Glu-, Asp- and Asn-intracellular concentration observed in MAPKi-exposed cells was also observed in persister cells (compare Figures 4A and 5B). Furthermore, proteins encoded by MAPKi-downregulated mRNAs that were still downregulated in persister cells were enriched in Lys, Glu, Asp and Asn (Figure 5C, left panel) and these mRNAs were enriched in the AAA (Lys), GAA (Glu), GAT (Asp) and AAT (Asn) codons (Figure 5C, right panel). In sum, at least some composition biases observed in mRNAs that were downregulated in the presence of MAPKi were also observed in persister cells after MAPKi removal.

**Figure 5.**
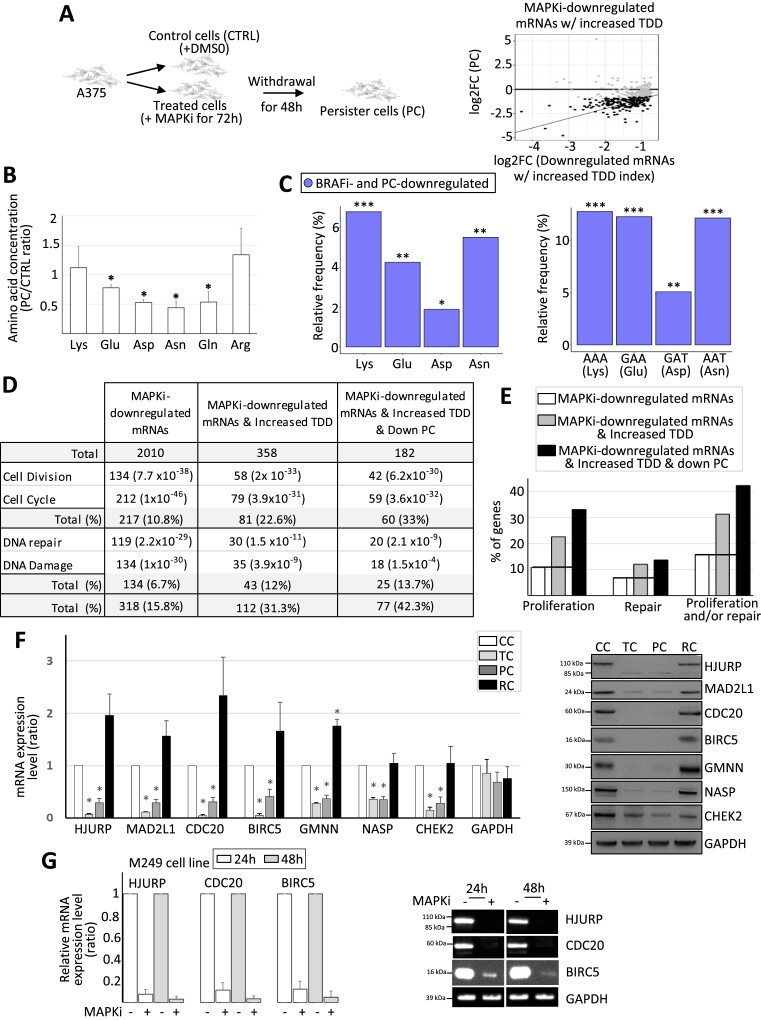
(**A**) A375 cells were cultured for 72h in the absence of MAPKi (CTRL) or in the presence of MAPKi (TC). Some treated cells were next grown for a supplementary 48h in the absence of MAPKi (persister cells, PC). The log_2_ fold change of each MAPKi-downregulated and TDD-induced mRNAs (x-axis) was plotted against the log2 fold change of their expression level when comparing persister cells (PC) to control cells (y-axis). Black dots represent mRNAs whose expression level was significantly (DESeq2 adjusted *P*-values ≤ 0.05, *n* = 3) decreased by at least 50% (while still having an average normalized expression level greater than 10) when comparing persister cells to control cells. (**B**) Ratio of the intracellular concentration of Lys, Glu, Asp, Asn, Gln and Arg in persister cells (PC) as compared to control cells (CTRL). *P< 0.05 (two-tailed paired *t*-test, *n* = 3). (**C**) Relative frequency (%) of Lys, Glu, Asp and Asn (left panel) computed from proteins encoded by mRNAs downregulated in both MAPKi treatment and persister cells when compared to proteins encoded by all other expressed mRNAs. Relative Frequency (%) of the AAA, GAA, GAT and AAT codons (right panel) of mRNAs downregulated in both MAPKi treatment and persister cells when compared to all other expressed mRNAs. ***FDR < 0.001, **FDR ≤ 0.01, *FDR ≤ 0.05 (beta regression analysis followed by a Tukey's test (pairwise comparison)). (**D**) Number and functional term analysis of genes whose (i) mRNAs were downregulated in response to MAPKi, (ii) mRNAs were downregulated in response to MAPKi and whose TDD was increased and (iii) mRNAs were downregulated in response to MAPKi and whose TDD was increased and that were downregulated in persister cells. (**E**) Percentage of genes that are associated with the proliferation and/or DNA repair cellular functions. The black line indicates the % obtained from the MAPKi-downregulated mRNA population. (**F**) RT-qPCR and western blot analysis in control cells (CC), cells treated for three days with MAPKi (TC), cells treated for three days with MAPKi before being cultured in drug-free medium for two days (PC) or for 9 days (RC). *P < 0.05 (two-tailed paired *t*-test, *n* = 3). (**G**) RT-qPCR analysis of the expression level of a set of mRNAs in M249 control cells, M249 cells treated with MAPKi for 24 or 48 h. The values were normalized by GAPDH and the values obtained in untreated control cells (*n* = 3, left panel). Western blot analysis, representative of three independent experiments (right panel).

We next questioned the biological functions of the proteins encoded by the different mRNA populations. 

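GO terms were not analysed here, and genes with RT-qPCR primers in Table S2, taken as a list for cell cycle and DNA repair, were examined instead. Of these 60 genes, 59 were among the downregulated mRNAs with MAPKi, and the same 59 were lower at an adjusted p of at most 0.05, over all genes and adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As the paper does not state whether these genes were chosen on these samples, this is not taken as independent evidence. The median log2 fold change was -1.46, with a range from -3.54 to 0.08. The exception was GOT2, with a log2 fold change of 0.08. With a fold-change threshold of 1, 48 of the 60 were among the downregulated mRNAs. EXO1 (ENSG00000174371), a DNA exonuclease gene on chromosome 1 from 241847967 to 241895148, had a normalized count of 374 ± 8.62 (SD, n = 3) with MAPKi and 2680 ± 213 (SD, n = 3) with DMSO, a log2 fold change of -2.84 (standard error 0.069, adjusted p = 1.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Log2 fold changes were -1.67 for RAD18, -1.94 for MCM8, -1.78 for MSH6, -2.49 for BLM, -2.58 for XRCC2 and -2.02 for CHEK2. All 7 genes of Figure 5F and all 6 of Figure 6D were among the downregulated mRNAs, with median log2 fold changes of -1.76 and -1.62, and 4 of the latter with a fold-change threshold of 1.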

Some terms, like cell division, cell cycle, DNA repair and DNA damage, were enriched among the biological functions associated with MAPKi-downregulated gene products (Figure 5D). Very interestingly, we noticed that the proportion of gene products associated with the proliferation and DNA repair biological functions increased among MAPKi-downregulated gene products whose TDD increased in response to MAPKi and that were still downregulated in persister cells (Figure 5D, E). For example, ∼11% of MAPKi-downregulated gene products were involved in cell proliferation and this proportion reached ∼33% in MAPKi-downregulated gene products with an increased TDD and that were still downregulated in persister cells (Figure 5D, E). Consequently, >40% of the MAPKi-downregulated gene products with an increased TDD that were still downregulated in persister cells were involved in DNA metabolism (i.e. proliferation and/or DNA repair; Figure 5D, E). This result was validated by RT-qPCR and Western blot analysis since the expression level of genes involved in cell proliferation was higher in control cells (CC) compared to MAPKi-treated cells (TC) and persister cells (PC) (Figure 5F). Of note, the expression level of pro-proliferative genes increased after nine days of MAPKi-removal (RC, Figure 5F), a time at which persister cells gave rise to a proliferative cell population similar to the initial one. Of note, similar results were obtained using the M249 melanoma cell line, in which MAPKi led also to a decrease in the mRNA and protein levels of a subset of tested genes (Figure 5G).

Because of these observations, we analyzed the composition biases of mRNAs encoding proteins involved in proliferation and DNA repair. Proteins involved in proliferation and DNA repair were enriched in a subset of amino acids, including Lys, Glu, Asp and Asn, as compared to the human proteome (Figure 6A, B). In addition, mRNAs encoding proteins involved in proliferation and DNA repair were enriched in the AAA (Lys), GAA (Glu), GAT (Asp) and AAT (Asn) codons (Figure 6B, left panel). 

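The 59 downregulated mRNAs of the Table S2 list were compared with the 2299 other downregulated mRNAs, as a smaller set than the one defined by GO terms in the paper. AAA had a mean frequency of 4.67% ± 1.84 (SD) in the list and 2.83% ± 1.98 in the other downregulated mRNAs, which is 65.2% more (two-sided permutation test, p = 1e-05, the smallest p that 100000 resamples can give). GAA was 71.1% more frequent in the list, with 5.52% ± 2.04 against 3.22% ± 2.15, and AAT was 56.0% more frequent, with 2.70% ± 1.33 against 1.73% ± 1.19 (permutation test, p = 1e-05 for each). GAT had a mean frequency of 3.19% ± 1.28 against 2.35% ± 1.43, which is 36.0% more (permutation test, p = 2e-05). As the paper does not state whether the list was chosen on the samples used here, the difference is not taken as independent evidence. Over the settings tried, the difference went from 58.8% to 77.8% for AAA, from 66.9% to 83.0% for GAA, from 31.6% to 44.2% for GAT and from 49.3% to 68.1% for AAT.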

Worth noting, the AAA (Lys), GAA (Glu), GAT (Asp) and AAT (Asn) codons were more enriched in MAPKi-downregulated gene products involved in proliferation and/or DNA repair when compared to the other MAPKi-downregulated gene products (Figure 6C).

**Figure 6.**
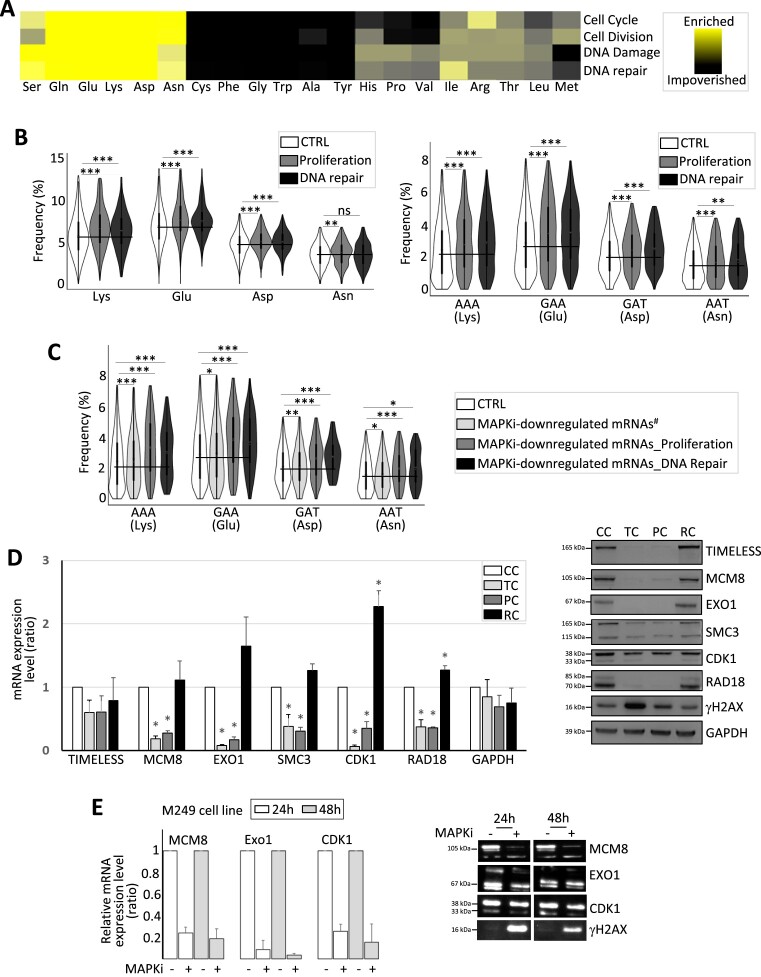
(**A**) Heat map representing the amino acid relative frequency in proteins involved in different cellular functions as indicated when compared to amino acid average frequency in the human proteome. (**B**) Frequency of amino acids (left panel) and codons (right panel) computed from control genes (CTRL) or genes involved in proliferation or in DNA repair. The black line indicates the CTRL mean value. ***FDR < 0.001 and **FDR ≤ 0.01 (beta regression analysis followed by a Tukey's test (pairwise comparison). NS: not statistically significant. (**C**) Frequency of codons computed from control (CTRL) mRNAs, MAPKi-downregulated mRNAs encoding proteins not involved in proliferation or replication (MAPKi-downregulated mRNAs#), MAPKi-downregulated mRNAs encoding proteins involved in proliferation (MAPKi-downregulated mRNA_Proliferation), or MAPKi-downregulated mRNAs encoding proteins involved in DNA repair (MAPKi-downregulated mRNA_DNA Repair). The black line indicates the CTRL mean value. ***FDR < 0.001, **FDR ≤ 0.01, *FDR ≤ 0.05 (beta regression analysis followed by a Tukey's test (pairwise comparison)). NS: not statistically significant. (**D**) RT-qPCR and western blot analysis in control cells (CC), cells treated for 3 days with MAPKi (TC), cells treated for 3 days with MAPKi before to be grown in drug-free medium for 2 days (PC) or for 9 days (RC). *P< 0.05 (two-tailed paired *t*-test, *n* = 3). (**E**) RT-qPCR analysis of the expression levels of a set of mRNAs in M249 control cells or in M249 cells treated with MAPKi for 24 or 48 h (MAPKi). The values were normalized by the GAPDH values obtained in untreated control cells (*n* = 3, left panel). Western blot analysis, representative of three independent experiments (right panel).

Since the expression level of mRNAs encoding proteins involved in DNA repair decreased in MAPKi-treated cells and in persister cells, as validated by RT-qPCR and Western blot analysis, while γ-H2AX–a marker of DNA damage–was significantly increased in MAPKi-exposed cells (Figure 6D and E), one hypothesis is that MAPKi-exposed cells may have a higher probability of accumulating DNA damage that could increase the probability of genetic mutations to appear in descendant cells. However, measuring the genetic mutational rate of MAPKi-exposed cells is challenging, as genetic mutations can only be quantified after several rounds of replication cycles, while MAPKi represses cell proliferation. In order to circumvent this difficulty, we used two complementary approaches.

First, we decided to look for nucleotide variations within mRNAs. Indeed, genetic mutations are notably the consequence of nucleotide mismatches during replication that themselves are the consequence of nucleotide chemical modifications (i.e. DNA damage such as nucleotide oxidation). In this setting, nucleotide chemical modifications can also lead to nucleotide mismatches during transcription, giving rise to the so-called transcriptional mutations (62–68). In other words, unrepaired DNA damage–such as nucleotide chemical modifications–can lead to transcriptional mutations in neo-synthetized mRNAs. By comparing the transcriptome of MAPKi-exposed and persister cells to control cells at the nucleotide level, we observed that the relative frequency of transcriptional mutations affecting each of the four nucleotides increased both in MAPKi-treated cells (TC) and in persister cells (PC) (Figure 7A, upper panel). For example, there was between 5% to 20% more transcriptional mutations changing a G nucleotide into A, C or T in MAPKi-treated cells (TC) or persister cells (PC) when compared to control cells (Figure 7A, lower panel).

**Figure 7.**
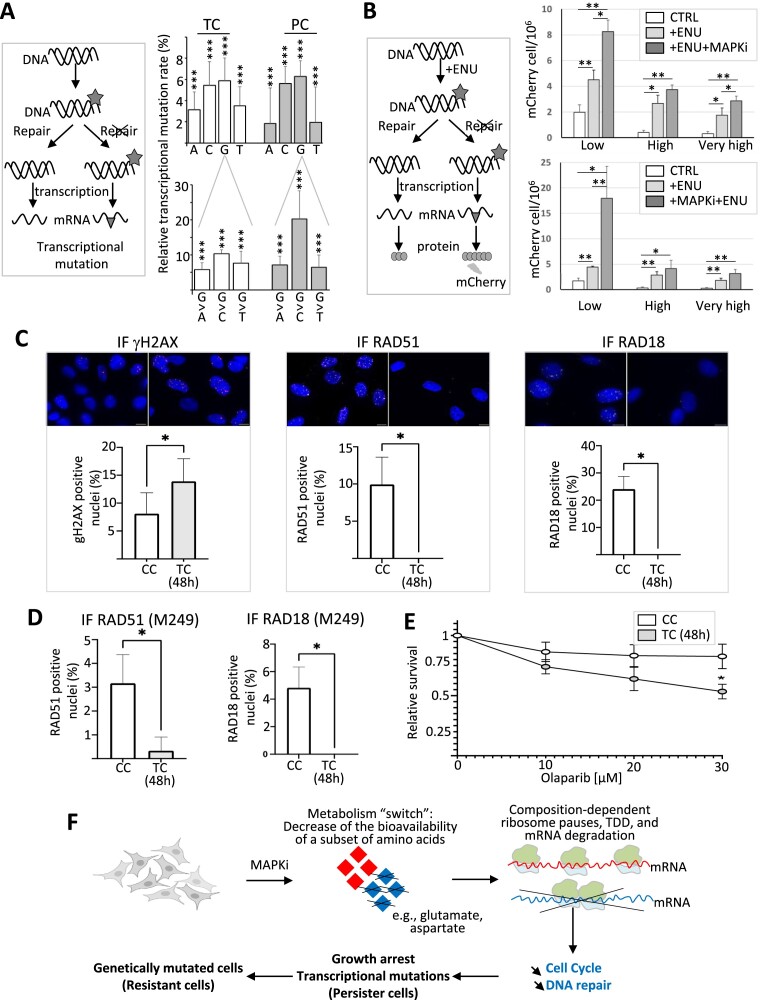
(**A**) The schematic representation on the left describes how DNA damages (grey asterisk, e.g. DNA chemical modifications) can lead, in the absence of DNA repair, to transcriptional mutations (grey triangle) owing to nucleotide mispairing. Transcriptional mutations were quantified by comparing at the nucleotide level the transcriptome of control cells to the transcriptome of MAPKi-treated cells (TC) or persister cells (PC). The top panel represents the relative % of A, C, G and T nucleotides that are more frequently mutated to another nucleotide in MAPKi-treated cells (TC) or persister cells (PCs) compared to control cells. The bottom panel represents the relative % of G nucleotides that are more frequently mutated to another nucleotide in MAPKi-treated cells (TC) or in persister cells (PC) when compared to control cells. *** Logistic regression analysis FDR < 0.001 (*n* = 3). (**B**) The schematic representation on the left describes how DNA damages (grey asterisk, e.g. DNA chemical modifications induced by ENU) can lead, in the absence of DNA repair, to nucleotide mispairing that transforms a stop codon (preventing mCherry synthesis) into a tryptophan codon (allowing mCherry synthesis). The top panel represents the quantification of the number of cells expressing mCherry either under control conditions (CTRL), after exposure to ENU (+ENU), or after exposure to ENU in the presence of MAPKi (+ENU + MAPKi) (*n* = 4). The bottom panel represents the quantification of the number of cells expressing mCherry either under control conditions (CTRL), after exposure to ENU (+ENU), or after exposure to MAPKi for 72h before being exposed to ENU (+MAPKi + ENU) (*n* = 5). Low, high, and very high correspond to different filters used in cytometric analysis to detect positive cells (i.e. cells expressing mCherry). *P< 0.05 and ** *P*< 0.01 (one-tailed paired *t*-test). (**C**) Top: Representative immunofluorescence images of A375 control cells (CC) and cells treated for 48 h with MAPKi (TC) and stained with the indicated antibodies. Nuclei are stained with DAPI (blue), anti-γH2AX (red), anti-RAD51 (magenta) and anti-RAD18 (yellow). Scale bar: 10 μm. Bottom: Quantification of nuclear γH2AX, RAD51 and RAD18 foci in control and MAPKi treated cells (*n* = 3). Results represent means ± SEM (*P < 0.05; paired *t*-test). (**D**) Quantification of nuclear RAD51 and RAD18 foci in control and MAPKi treated M249 cells (n = 3). Results represent means ± SEM (*P < 0.05; paired *t*-test). (**E**) Sensitivity of A375 control (CC) or MAPKi-treated cells (TC) to olaparib. A375 cells were treated with DMSO or MAPKi together with the indicated concentration of olaparib for 48 h (*n* = 3). Results represent means ± SEM (*P < 0.05; two-way ANOVA). (**F**) By switching the cell metabolism and decreasing the bioavailability of certain amino acids such as glutamate and aspartate, MAPKi could trigger ribosome pause sites on some mRNA regions enriched for codons corresponding to glutamate and aspartate, which in turn could trigger the selective degradation of a subset of mRNAs according to their compositional biases in certain codons and corresponding amino acids. Since the biological functions of proteins depend on their composition in certain amino acids, the selective degradation of mRNAs according to their compositional bias would affect a selective set of functions such as proliferation and DNA repair. Since, the downregulation of compositionally-biased gene products persists in cells after MAPKi withdrawal, the selective degradation of compositionally-biased mRNAs could simultaneously contribute to the appearance of slow-proliferative cells that would have a higher probability to generate mutated daughter cells.

The second approach we used was to generate a cellular clone expressing a reporter gene that contains a TGA stop codon preventing the synthesis of the mCherry protein, that can only be expressed if nucleotide biochemical modifications – induced for example by mutagenic agents, such as ENU – result in nucleotide mismatches that change the TGA stop codon into the TGG codon coding for tryptophan (61). As expected, the number of mCherry-positive cells was increased after ENU treatment regardless of the filters used in cytometry to count positive cells (Figure 7B, upper panel). Importantly, the ENU effect was increased when cells were simultaneously exposed to MAPKi (Figure 7B, upper panel) or when cells were first exposed to MAPKi before to be exposed to the ENU (Figure 7B, lower panel). Collectively, our results point to a link between the downregulation of DNA repair genes in MAPKi-exposed cells and a higher rate of nucleotide mismatches.

In line with the MAPKi-dependent increase of γH2AX protein level (Figure 6D), we observed a MAPKi-dependent increase in the number of cells containing at least 10 γH2AX foci, which also coincided with a decrease in the number of cells containing at least 10 foci of RAD51 or RAD18, two proteins involved in homologous recombination (Figure 7C and D) (69–71). This suggested that MAPKi decreased the expression level of proteins involved in DNA repair (Figure 6), which in turn impaired homologous recombination-dependent DNA repair. In agreement with this possibility, MAPKi decreased the number of cells that survived in response to the PARP-inhibitor olaparib, a common assay used to study homologous recombination defects (72) (Figure 7E). Collectively, our results point to a link between the metabolic-dependent downregulation of DNA repair genes in MAPKi-exposed cells and MAPKi-dependent defects in homologous recombination-dependent DNA repair.

## Discussion

The compositional biases of MAPKi-downregulated gene products that we observed (Figure 1) could be explained at least in two ways. First, from a gene centric point of view, the MAPK pathway could have evolved to repress the transcription of genes that are involved in DNA metabolism such as DNA replication. As gene products involved in DNA metabolism bear compositional biases (Figure 6A, B; see below), then the MAPKi-downregulated gene products would bear these function-related compositional biases. The second possible explanation, which we term a metabolic centric point of view, is that the MAPKi-dependent decrease of the bioavailability of some amino acids (e.g. Asp and Glu) results in the translation-dependent expression level decrease of Asp- and Glu-enriched gene products. Since proteins involved in DNA metabolism are enriched in Asp and Glu, then MAPKi treatment induces the expression level decrease of gene products involved in DNA metabolism in a metabolism-depending manner. As discussed below, our results and those from previous publications support this metabolic centric point of view without excluding the well-established effects of MAPKi on the transcriptional activity of genes involved in cell proliferation.

The BRAF^V600E^ mutation-dependent hyper-activation of the MAPK pathway in melanoma cells triggers not only cell proliferation but also the cellular addiction to some non-essential amino acids, such as Gln. Indeed, in mutated melanoma cells, the carbon skeleton of Gln fuels both non-oxidative energetic metabolism and amino acid and nucleotide biosynthetic pathways on which growing cell depends (35,45,51,73–76). Accordingly, growth medium depletion of Gln induced Glu- and Asp-intracellular concentration decrease, while Glu- and/or Asp-depletion did not result in their intracellular concentration decrease (Figure 4C and Supplementary Figure S4b), probably because Glu and Asp can be generated from Gln from the growth medium (45,76). Importantly, the use of Gln, Glu and Asp in the oxidative phosphorylation (OXPHOS) pathway, which produces energy from the complete degradation of their carbon skeleton, is reactivated by MAPKi (46–51,73). This may explain the observed Glu- and Asp-intracellular concentration decrease in MAPKi-exposed cells (Figures 4A and 5B). This together with the observed enrichment of these amino acids in (i) MAPKi-downregulated mRNAs (Figure 1B), (ii) MAPKi-induced TDD mRNAs (Figure 2B) and (iii) MAPKi-induced ribosomal peaks (Figure 3B) support a model where MAPKi-dependent effects on the cellular metabolism impacts the translation-dependent mRNA expression level through the bioavailability of amino acids.

The precise codon composition biases of MAPKi-downregulated gene products likely depend on several parameters (Figure 4, and see Introduction) that could be regulated by different mechanisms (including the MAPK-dependent phosphorylation cascade). Notably, the observed amino acid composition biases of MAPKi-downregulated gene products are particularly interesting, as they may explain how cells ‘coordinate’ their metabolic activity and their phenotype. Indeed, we observed that gene products involved in DNA metabolism (e.g. DNA replication) are enriched in charged amino acids such as Glu and Asp, consistent with the fact that these proteins are enriched in hydrophilic and charged amino acids that play a role their DNA binding- and enzymatic-activities (77–79) (80). Since charged-amino acids like Glu and Asp are at the crossroad between energetic and gene product synthesis pathways, cells that survive MAPKi treatment could correspond to cells that consume these amino acids through the OXPHOS pathway, thereby decreasing the biogenesis of Glu- and Asp-rich proteins involved in cell proliferation and in turn reducing the energetic cellular needs. Accordingly, persister cells (i.e. non-genetically modified cells that survive anti-MAPK therapy) (i) have a lower intracellular concentration of Glu and Asp as compared to the initial cell population (Figure 5B), in agreement with the OXPHOS pathway re-activation reported in these cells and (ii) express a low level of gene products involved in DNA metabolism (Figure 5D–F), in agreement with their reported slow growing rate (46–48,81–86).

While favoring survival versus proliferation, the MAPKi-dependent decrease in the intracellular concentration of Glu and Asp could have a secondary effect because of the expression level decrease of gene products involved in DNA repair (Figures 5D, E and 6D), that share the same composition biases with genes involved in cell proliferation (Figure 6A–C). The expression level decrease of gene products involved in DNA repair may seem to be of no consequence in non-dividing cells since genetic mutations can only occur during replication. However, the fact that unrepaired DNA damage can induce base-pairing mismatches during transcription – leading to transcriptional mutations (62–68) – could explain the observed larger number of nucleotides variations in the transcriptome of cells exposed to MAPKi compared to control cells (Figure 7A). Interestingly, it has been proposed that transcriptional mutations could be a ‘pre-selection step’ toward the emergence of genetically-modified and –adapted cells (62–68). Indeed, if unrepaired DNA damage leads to the synthesis of mutated gene products that contribute to the survival of a cell, this cell may have a higher probability of generating genetically-modified and -adapted descendant cells because the same unrepaired DNA damage could trigger a genetic mutation. Although this model is speculative with respect to the data we provided, persister cells have been proposed to be a reservoir of genetically modified and therapy-resistant cells (82).

In conclusion, we propose that MAPKi-induced metabolic changes result in the bioavailability decrease of amino acids such as Glu and Asp, which contributes to the expression level decrease of proteins enriched in these amino acids, including proteins involved in proliferation and DNA repair (Figure 7F). The coupling between metabolism and gene expression could, as a side effect, results in the accumulation of DNA damage – owing to the expression level decrease of DNA repair enzymes – leading first in transcriptional mutations and then in genetic mutations, increasing therefore the probability of genetically-mutated and -adapted clones to emerge in response to MAPKi.

## Supplementary Material

zcae019_Supplemental_Files

## Data Availability

The raw NGS datasets from this study were deposited on Gene Expression Omnibus (GSE232604; GSE232709; GSE233122; GSE232551; GSE233120; GSE233121).

# Supplementary material for: Metabolism-dependent secondary effect of anti-MAPK cancer therapy on DNA repair
**Source:** NAR Cancer. 2024 Apr 30;6(2):zcae019. doi: 10.1093/narcan/zcae019
**Supplement:** zcae019_Supplemental_Files

Supplementary table legends

**Supplementary Table S1**

Fig1_DESeq_MAPKi_VS_DMSO_24h: List of genes regulated by MAPKi treatment for 24h.

Fig2_MAPKi_TDD_table: List of mRNAs those TDD is regulated by MAPKi treatment.

Fig3_CC_peaks: List of mRNAs containing ribosomal peaks in control cells.

Fig3_TC_peaks: List of mRNAs containing ribosomal peaks in MAPKi-treated cells.

Fig3_permutation_stats_peaks: statistical analysis comparing amino acid- or codon-composition of ribosomal pics in control- and MAPKi-treated cells.

Fig4_-Q_TDD_table: List of mRNAs those TDD is regulated by glutamine-depletion.

Fig4_CTU2_TDD_table: List of mRNAs those TDD is regulated by CTU2 depletion.

Fig4_permutation_stats_-Q_peaks: statistical analysis comparing amino acid- or codon-composition of ribosomal pics in control- and Q depletion conditions.

Fig4_DESeq_siCTU2_VS_siGL2: List of genes regulated by CTU2 depletion.

Fig4_DESeq_siEPRS1-Q_VS_siGL2: List of genes regulated by EPRS1 depletion.

Fig4_DESeq_siGL2-Q_VS_siGL2: List of genes regulated by glutamine depletion.

Fig5_DESeq_MAPKi_2D_VS_DMSO: List of genes regulated following 2 days recovery after MAPKi treatment.

**Supplementary Table S2**

siRNA: Sequences of siRNAs

primers: Sequences of primers

antibodies: commercial references for antibodies

# Supplementary material for: Metabolism-dependent secondary effect of anti-MAPK cancer therapy on DNA repair
**Source:** NAR Cancer. 2024 Apr 30;6(2):zcae019. doi: 10.1093/narcan/zcae019
**Supplement:** zcae019_Supplemental_Files

## Slide 1
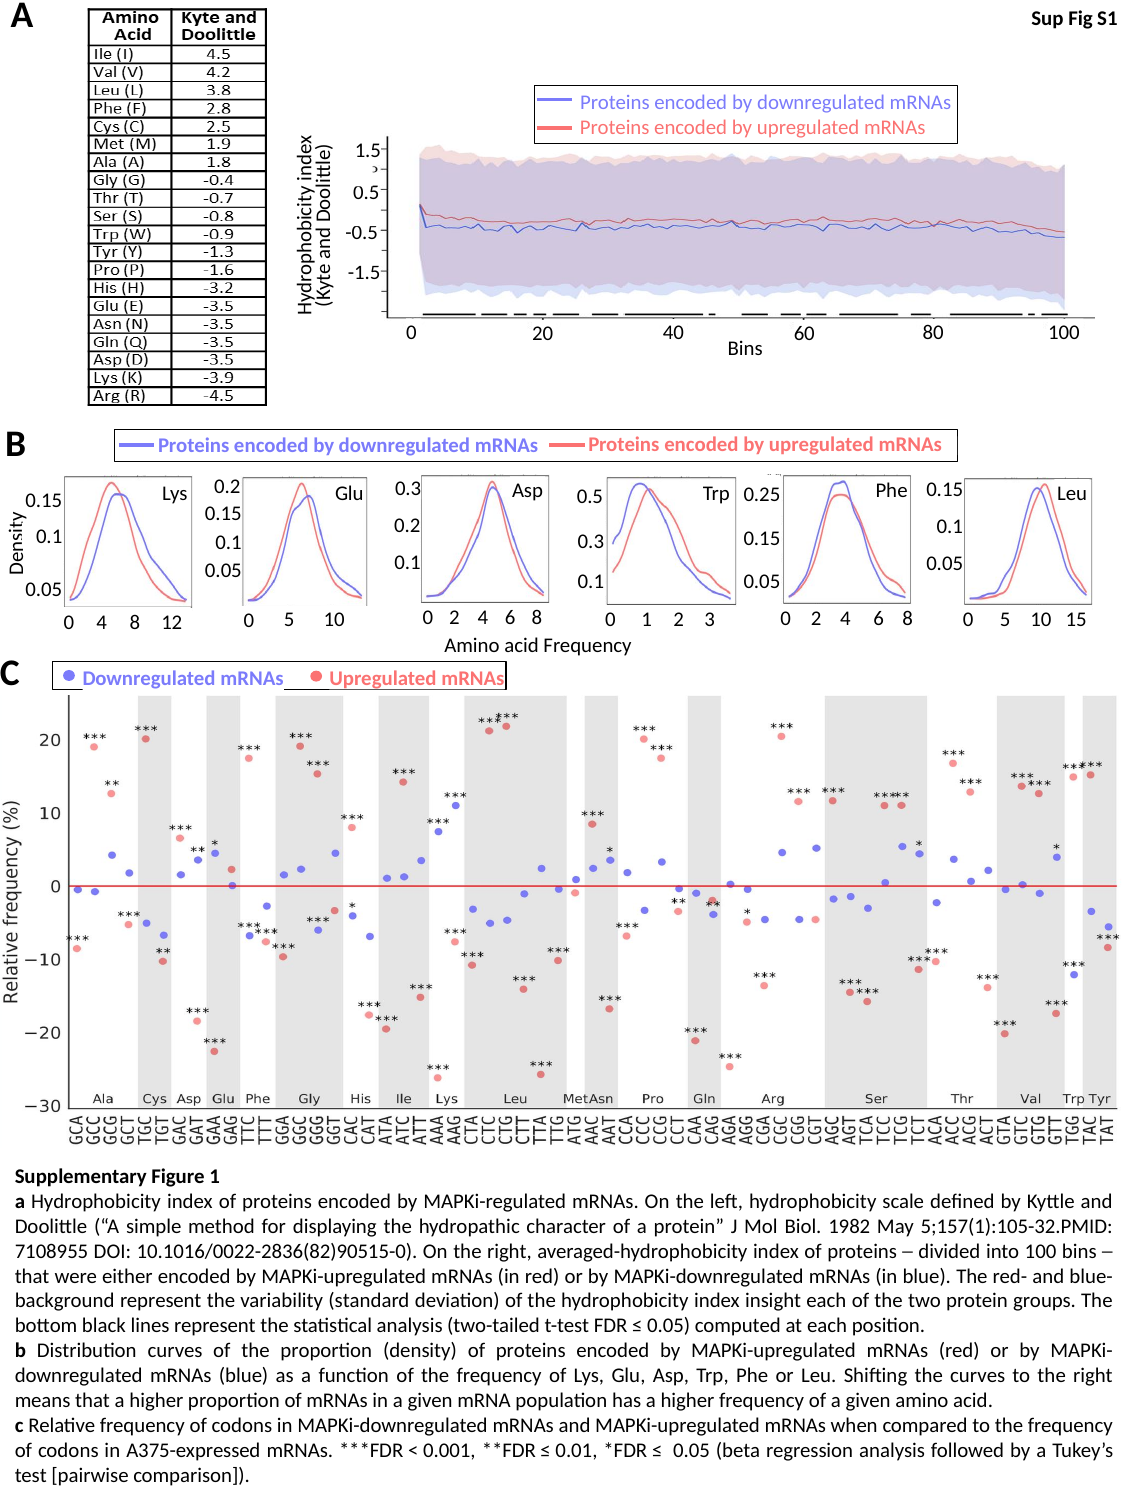

A
Sup Fig S1
Proteins encoded by downregulated mRNAs
Proteins encoded by upregulated mRNAs
0
100
80
40
20
60
Bins
1.5
0.5
Hydrophobicity index
(Kyte and Doolittle)
-0.5
-1.5
B
Proteins encoded by upregulated mRNAs
Proteins encoded by downregulated mRNAs
0.2
0.3
Asp
Lys
Glu
0.15
0.15
0.2
0.1
0.1
Density
0.1
0.05
0.05
8
2
0
4
6
10
5
0
0
4
8
12
0.15
Phe
Leu
Trp
0.25
0.5
0.1
0.15
0.3
0.05
0.1
0.05
2
0
4
6
8
2
3
0
5
10
15
0
1
Amino acid Frequency
C
Upregulated mRNAs
Downregulated mRNAs
Supplementary Figure 1
a Hydrophobicity index of proteins encoded by MAPKi-regulated mRNAs. On the left, hydrophobicity scale defined by Kyttle and Doolittle (“A simple method for displaying the hydropathic character of a protein” J Mol Biol. 1982 May 5;157(1):105-32.PMID: 7108955 DOI: 10.1016/0022-2836(82)90515-0). On the right, averaged-hydrophobicity index of proteins ─ divided into 100 bins ─ that were either encoded by MAPKi-upregulated mRNAs (in red) or by MAPKi-downregulated mRNAs (in blue). The red- and blue-background represent the variability (standard deviation) of the hydrophobicity index insight each of the two protein groups. The bottom black lines represent the statistical analysis (two-tailed t-test FDR ≤ 0.05) computed at each position.
b Distribution curves of the proportion (density) of proteins encoded by MAPKi-upregulated mRNAs (red) or by MAPKi-downregulated mRNAs (blue) as a function of the frequency of Lys, Glu, Asp, Trp, Phe or Leu. Shifting the curves to the right means that a higher proportion of mRNAs in a given mRNA population has a higher frequency of a given amino acid.
c Relative frequency of codons in MAPKi-downregulated mRNAs and MAPKi-upregulated mRNAs when compared to the frequency of codons in A375-expressed mRNAs. ***FDR < 0.001, **FDR ≤ 0.01, *FDR ≤  0.05 (beta regression analysis followed by a Tukey’s test [pairwise comparison]).

## Slide 2
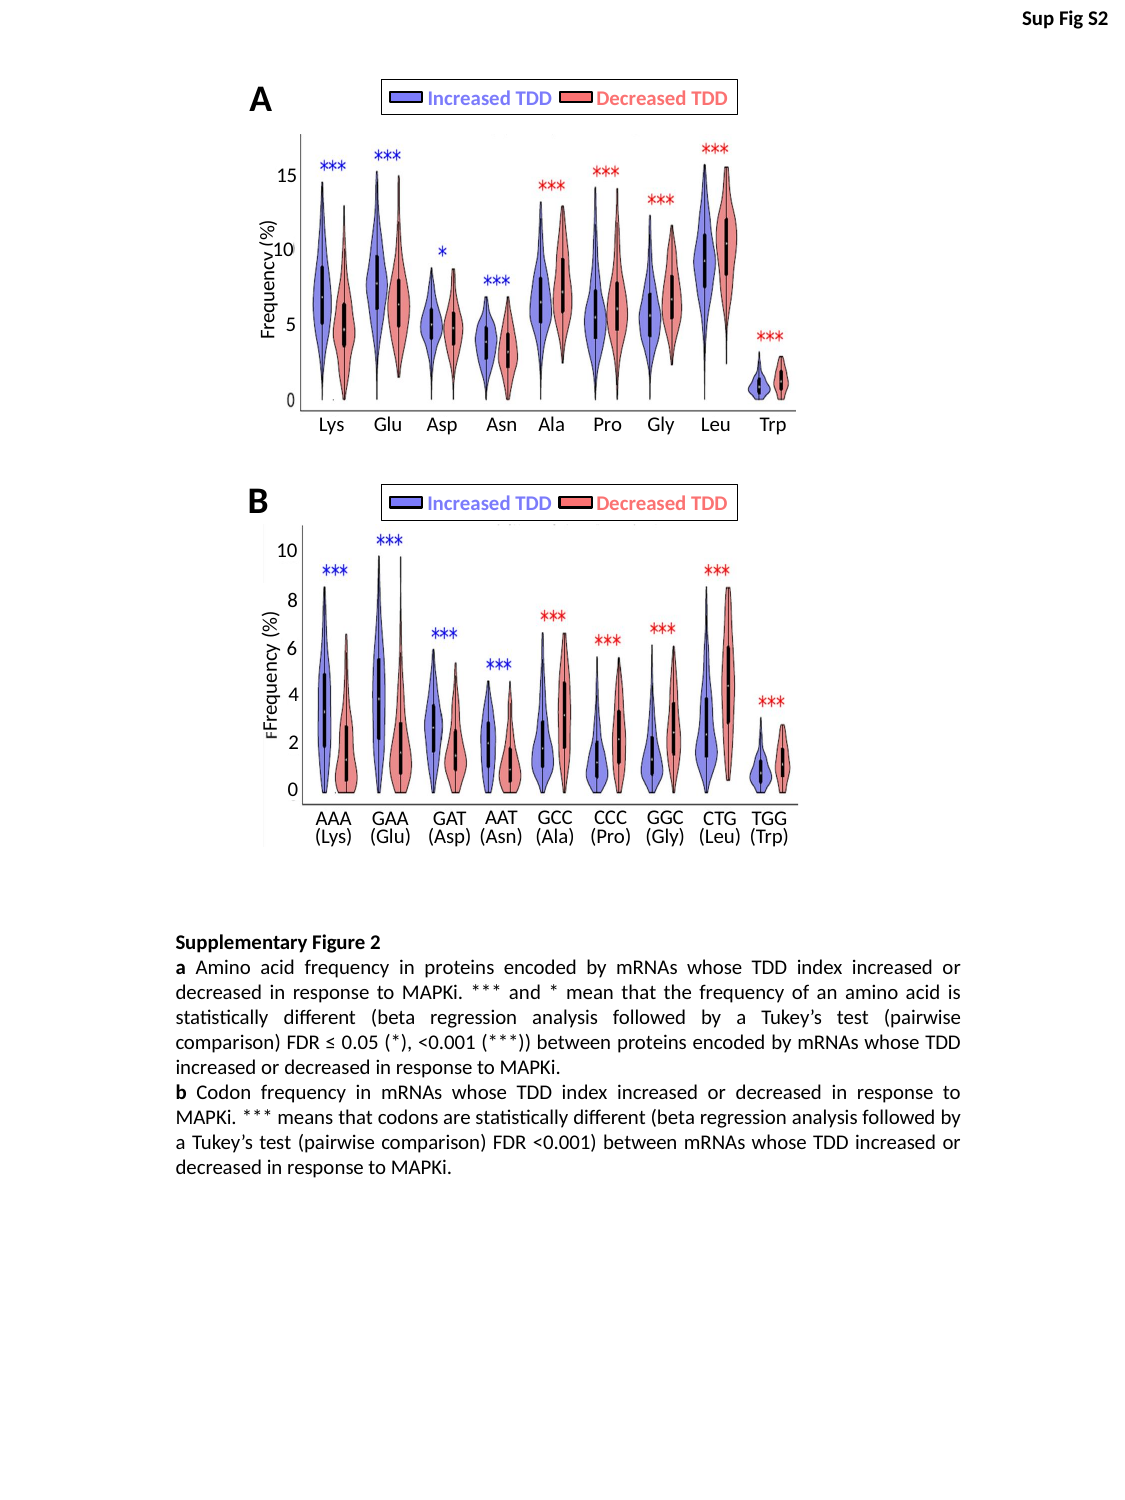

Sup Fig S2
A
Increased TDD
Decreased TDD
15
10
Frequency (%)
 5
Ala
Pro
Gly
Leu
Trp
Lys
Glu
Asp
Asn
B
10
8
6
Frequency (%)
4
2
0
Increased TDD
Decreased TDD
AAT
(Asn)
GCC
(Ala)
CCC
(Pro)
GGC
(Gly)
AAA
(Lys)
GAA
(Glu)
GAT
(Asp)
CTG
(Leu)
TGG
(Trp)
Asn
Supplementary Figure 2
a Amino acid frequency in proteins encoded by mRNAs whose TDD index increased or decreased in response to MAPKi. *** and * mean that the frequency of an amino acid is statistically different (beta regression analysis followed by a Tukey’s test (pairwise comparison) FDR ≤ 0.05 (*), <0.001 (***)) between proteins encoded by mRNAs whose TDD increased or decreased in response to MAPKi.
b Codon frequency in mRNAs whose TDD index increased or decreased in response to MAPKi. *** means that codons are statistically different (beta regression analysis followed by a Tukey’s test (pairwise comparison) FDR <0.001) between mRNAs whose TDD increased or decreased in response to MAPKi.

## Slide 3
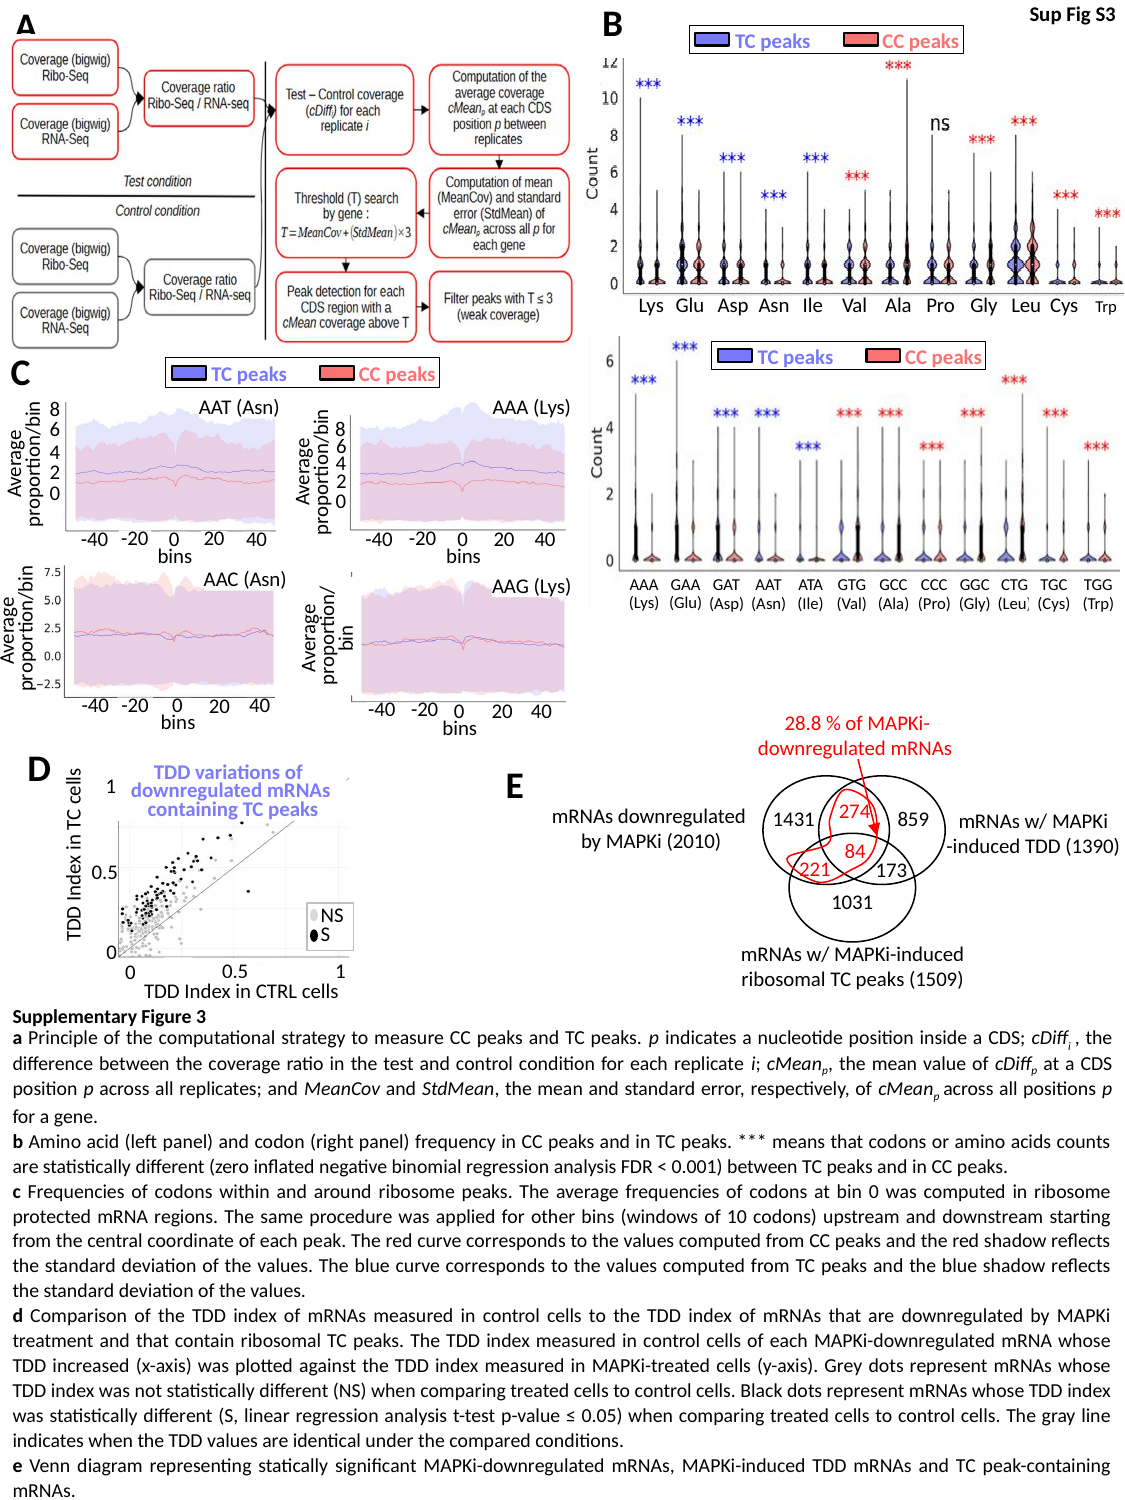

Sup Fig S3
B
Ile
Val
Ala
Pro
Gly
Leu
Cys
Trp
Lys
Glu
Asp
Asn
A
TC peaks
CC peaks
AAA
(Lys)
GAA
(Glu)
GAT
(Asp)
AAT
(Asn)
ATA
(Ile)
GTG
(Val)
GCC
(Ala)
CCC
(Pro)
GGC
(Gly)
CTG
(Leu)
TGC
(Cys)
TGG
(Trp)
TC peaks
CC peaks
C
AAT (Asn)
AAA (Lys)
8
6
8
6
Average
proportion/bin
4
Average
proportion/bin
4
2
2
0
0
-20
20
0
40
-40
-20
-40
20
0
40
bins
bins
AAC (Asn)
AAG (Lys)
Average
proportion/bin
Average
proportion/bin
-20
-40
0
40
20
-40
-20
20
0
40
bins
bins
TC peaks
CC peaks
28.8 % of MAPKi- downregulated mRNAs
D
TDD variations of downregulated mRNAs
 containing TC peaks
TDD Index in TC cells
0.5
NS
S
0
1
0.5
0
E
1
mRNAs downregulated
 by MAPKi (2010)
mRNAs w/ MAPKi
-induced TDD (1390)
274
1431
859
84
221
173
1031
mRNAs w/ MAPKi-induced
ribosomal TC peaks (1509)
TDD Index in CTRL cells
Supplementary Figure 3
a Principle of the computational strategy to measure CC peaks and TC peaks. p indicates a nucleotide position inside a CDS; cDiffi , the difference between the coverage ratio in the test and control condition for each replicate i; cMeanp, the mean value of cDiffp at a CDS position p across all replicates; and MeanCov and StdMean, the mean and standard error, respectively, of cMeanp across all positions p for a gene.
b Amino acid (left panel) and codon (right panel) frequency in CC peaks and in TC peaks. *** means that codons or amino acids counts are statistically different (zero inflated negative binomial regression analysis FDR < 0.001) between TC peaks and in CC peaks.
c Frequencies of codons within and around ribosome peaks. The average frequencies of codons at bin 0 was computed in ribosome protected mRNA regions. The same procedure was applied for other bins (windows of 10 codons) upstream and downstream starting from the central coordinate of each peak. The red curve corresponds to the values computed from CC peaks and the red shadow reflects the standard deviation of the values. The blue curve corresponds to the values computed from TC peaks and the blue shadow reflects the standard deviation of the values.
d Comparison of the TDD index of mRNAs measured in control cells to the TDD index of mRNAs that are downregulated by MAPKi treatment and that contain ribosomal TC peaks. The TDD index measured in control cells of each MAPKi-downregulated mRNA whose TDD increased (x-axis) was plotted against the TDD index measured in MAPKi-treated cells (y-axis). Grey dots represent mRNAs whose TDD index was not statistically different (NS) when comparing treated cells to control cells. Black dots represent mRNAs whose TDD index was statistically different (S, linear regression analysis t-test p-value ≤ 0.05) when comparing treated cells to control cells. The gray line indicates when the TDD values are identical under the compared conditions.
e Venn diagram representing statically significant MAPKi-downregulated mRNAs, MAPKi-induced TDD mRNAs and TC peak-containing mRNAs.

## Slide 4
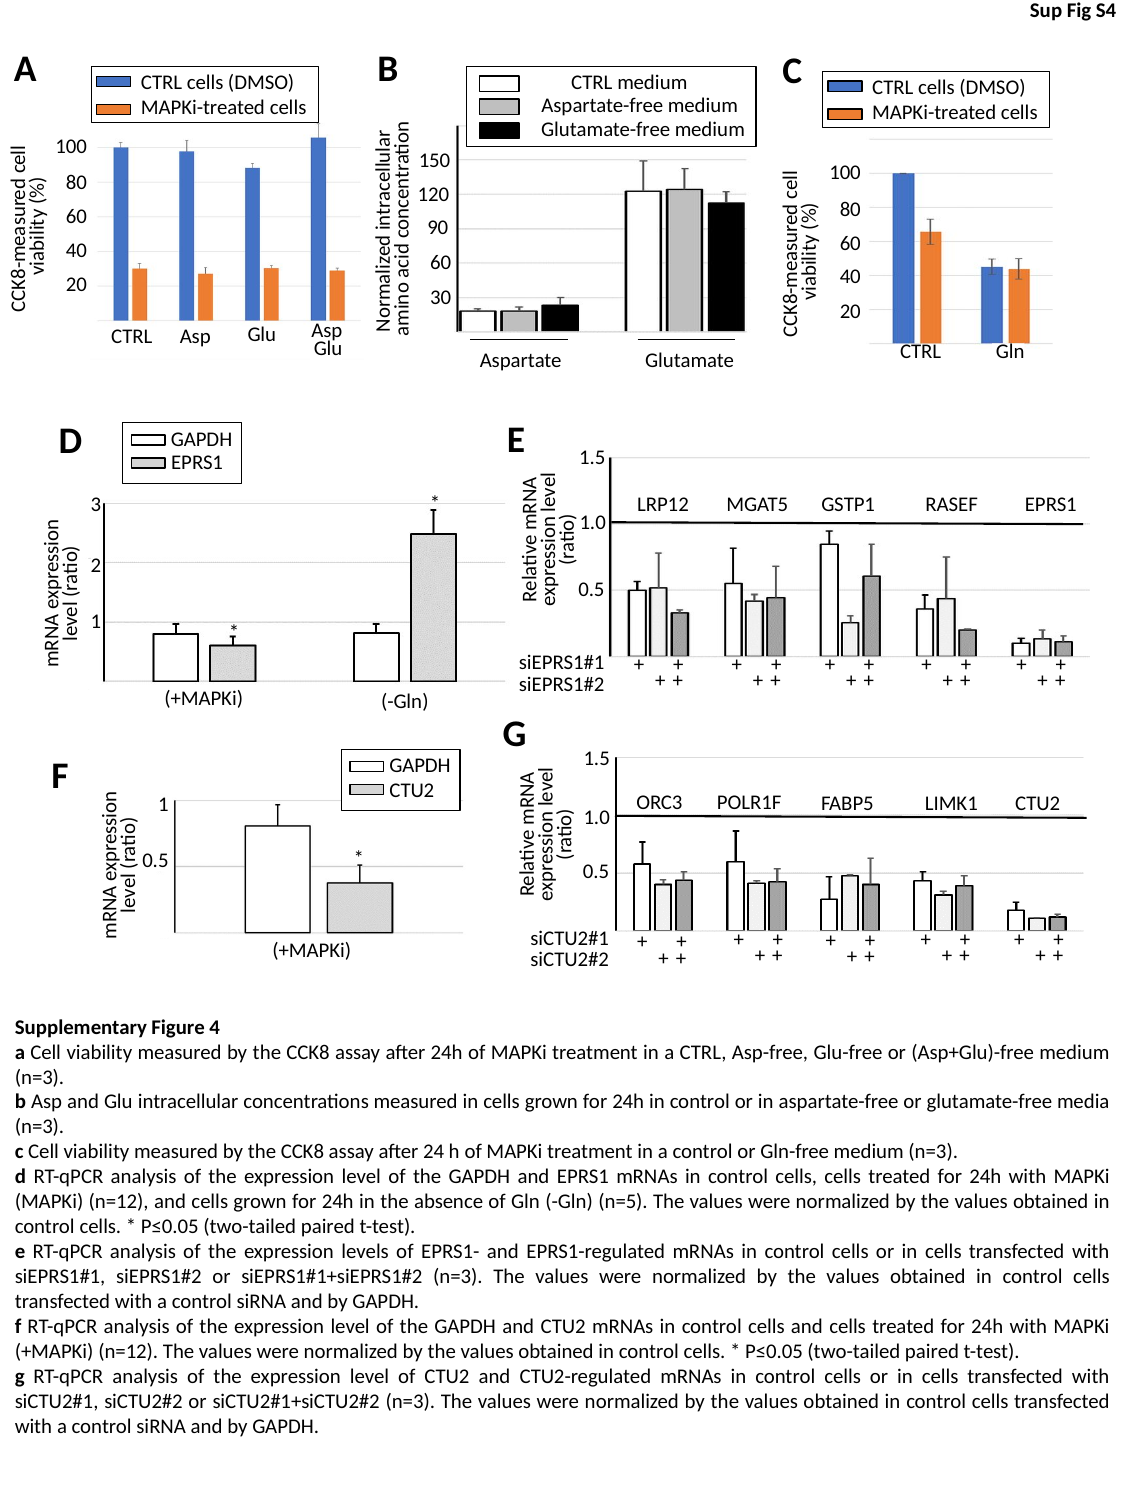

Sup Fig S4
A
B
C
CTRL cells (DMSO)
MAPKi-treated cells
CTRL medium
Aspartate-free medium
Glutamate-free medium
CTRL cells (DMSO)
MAPKi-treated cells
100
150
100
80
120
80
60
CCK8-measured cell
 viability (%)
Normalized intracellular
amino acid concentration
90
CCK8-measured cell
 viability (%)
60
40
60
40
20
30
20
Asp
Glu
Glu
CTRL
Asp
Glutamate
Aspartate
Gln
CTRL
E
D
GAPDH
EPRS1
1.5
1.0
0.5
*
LRP12
MGAT5
GSTP1
RASEF
EPRS1
3
Relative mRNA expression level (ratio)
2
mRNA expression level (ratio)
*
1
siEPRS1#1
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
siEPRS1#2
(+MAPKi)
(-Gln)
G
GAPDH
CTU2
1.5
1.0
0.5
F
ORC3
POLR1F
FABP5
LIMK1
CTU2
1
Relative mRNA expression level (ratio)
*
mRNA expression level (ratio)
0.5
siCTU2#1
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
+
(+MAPKi)
siCTU2#2
Supplementary Figure 4
a Cell viability measured by the CCK8 assay after 24h of MAPKi treatment in a CTRL, Asp-free, Glu-free or (Asp+Glu)-free medium (n=3).
b Asp and Glu intracellular concentrations measured in cells grown for 24h in control or in aspartate-free or glutamate-free media (n=3).
c Cell viability measured by the CCK8 assay after 24 h of MAPKi treatment in a control or Gln-free medium (n=3).
d RT-qPCR analysis of the expression level of the GAPDH and EPRS1 mRNAs in control cells, cells treated for 24h with MAPKi (MAPKi) (n=12), and cells grown for 24h in the absence of Gln (-Gln) (n=5). The values were normalized by the values obtained in control cells. * P≤0.05 (two-tailed paired t-test).
e RT-qPCR analysis of the expression levels of EPRS1- and EPRS1-regulated mRNAs in control cells or in cells transfected with siEPRS1#1, siEPRS1#2 or siEPRS1#1+siEPRS1#2 (n=3). The values were normalized by the values obtained in control cells transfected with a control siRNA and by GAPDH.
f RT-qPCR analysis of the expression level of the GAPDH and CTU2 mRNAs in control cells and cells treated for 24h with MAPKi (+MAPKi) (n=12). The values were normalized by the values obtained in control cells. * P≤0.05 (two-tailed paired t-test).
g RT-qPCR analysis of the expression level of CTU2 and CTU2-regulated mRNAs in control cells or in cells transfected with siCTU2#1, siCTU2#2 or siCTU2#1+siCTU2#2 (n=3). The values were normalized by the values obtained in control cells transfected with a control siRNA and by GAPDH.

How the deposited data were processed for this re-analysis (not part of the article)

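RNA-seq was performed on A375 cells in 2 experiments with 3 libraries per group, MAPKi against DMSO and Gln-depleted against CTRL medium, 12 libraries in all. The authors trimmed the reads with fastp, aligned them to GRCh38 with HISAT2 and counted those on exons with htseq-count. The table analysed holds raw counts of 44659 genes named by symbol, 17889 of which have fewer than 2 reads over the 12 libraries, and every column of values was used. The sample labels describe RNA from a cytoplasmic fraction, the RNA-seq section of the paper's methods total RNA, and its section on RNA extraction a lysis with Triton X-100 and centrifugation.

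Symbols were matched to RefSeq genes, and coding sequences were taken from the GENCODE annotation of GRCh38. Of the 44659 genes, 36522 matched by symbol and 524 by an older symbol, 5084 were further copies of 2713 genes, and 2529 were not matched. Copies were kept apart and not added to their gene. Of the matched genes, 19381 were protein-coding and 18988 had a complete coding sequence, of which the longest was used.

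Between 31056296 and 40071368 reads were counted per library (median 35748567). With counts this high, the spread between replicates limits the precision more than counting does. A fold against a group in which each library had at most 3 reads was given as a lower bound, computed against 3 counts.

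Differential expression was tested within each experiment with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood fit, treatment as the only term) on protein-coding genes with a mean normalized count of at least 10. Down- and upregulated mRNAs were called against a log2 fold change of 0.585 at a Benjamini-Hochberg adjusted p of at most 0.05. Single genes were tested against no change, and the difference between the MAPKi and the Gln depletion experiments was tested as a contrast over the 12 libraries, where 5124 genes differed. Genes other than protein-coding ones were tested in a fit of all genes. Standard errors were back-calculated from the log2 fold change and the F statistic of the quasi-likelihood test. The paper used DESeq2, which was run as an alternative in version 1.42.0.

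The frequency of each amino acid and codon was compared between downregulated, upregulated and control mRNAs, the latter being tested mRNAs in neither set, with glmmTMB 1.1.9 (beta regression with zero inflation and the length of the coding sequence) and emmeans 1.11.2.8 (Tukey's comparisons), adjusted over 20 amino acids or 61 codons. Relative frequencies are differences of means in percent. Hydrophobicity and the Table S2 list were compared by two-sided permutation tests with 100000 resamples in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), and figures were drawn with matplotlib 3.10.9. Lists of genes were compared with 10000 random lists, in which each gene was replaced by one drawn from those nearest to it in mean expression. The permutation within bins of expression used 20 bins. The adjusted p of several amino acids and codons was too small for emmeans to compute, and is given only where it was not.

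The following were set before the data were examined: the tests above apart from the random lists, the alternatives tried, and the genes named. The genes named are those the paper names for these samples, those of Figures 5F and 6D, the members of lists (20 cytosolic and 17 mitochondrial synthetases, 15 tRNA-modifying enzymes, 60 genes of Table S2, 14 MAPK pathway targets and 10 amino acid response genes), and the 3 largest rises and falls per experiment among mRNAs with a mean normalized count of at least 100 and the same direction in 3 of 3 pairs. Some members are limited by the annotation: CARS1, VARS1, VARS2, SARS2, SESN2 and ELP5 have further copies in the table, and few reads were counted on ASNS, which a read-through gene overlaps.

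Alternatives were DESeq2's size factors, DESeq2, no fold-change threshold or a threshold of 1, an adjusted p of 0.01, genes with at least 2 reads, with a mean count of at least 100 or without a count limit, a fit of all 12 libraries, a term for the replicate number (replicate block), a correction for a GC-content trend in each library (5 degrees of freedom), both together, each library left out in turn, the MANE Select coding sequence, no length covariate, the GC content at codon position 3 as a covariate, mRNAs without the Table S2 list, permutation tests, and pooled frequencies. A choice of other control mRNAs and permutation within bins of expression were added after the data were seen.

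Whether replicate numbers pair the libraries was checked by the correlation, across genes, of the deviations of each library from its group. In the Gln depletion experiment these were 0.598, 0.458 and 0.394 for the same number, so values with the replicate block are given beside its results. The procedure was tested on simulated data with 200 changed genes, where edgeR called 198 with the spread of the DMSO libraries and 124 with that of the CTRL medium libraries, and DESeq2 called 194 and 109. Only changes well above the fold-change threshold, in genes well above the count limit, were simulated. The beta regression, run on 12459 proteins with 1 shifted amino acid, called it and 0 of the 19 others. The permutation test, run on 4437 proteins with 2 shifted measures, called 2 of 2 and 0 of the 19 others.

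GO terms, ribosome profiling, TDD measurements, metabolite levels, persister cells and cells with siRNA were not analysed here.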

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

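The tests in this part were chosen only after the results were seen, apart from the tests on translation factor mRNAs and on respiratory chain subunits, and the RNAs named were chosen after their values were seen. Each is a non-coding RNA that the paper does not report on, with a level in treated cells above that in control cells.

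RN7SK was higher with MAPKi, with 41660 ± 2225 CPM (counts scaled to library size, SD, n = 3) against 20370 ± 1105 with DMSO, a log2 fold change of 1.04 (standard error 0.062, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RMRP had a log2 fold change of 1.08 (standard error 0.11, adjusted p = 2.7e-05 from the same edgeR test), with 6706 ± 951 CPM against 3192 ± 183. Their rise takes counts from other genes, and protein-coding genes made up 92.7% to 93.3% of the counts with MAPKi and 95.4% to 95.7% with DMSO, for which TMM normalization was used. If more short RNAs had been kept in the MAPKi libraries, snoRNAs would have risen as much, but the 11 snoRNAs with a mean count of at least 100 had a median log2 fold change of 0.21, with 4 higher and 2 lower at an adjusted p of at most 0.05, and all 90 snoRNAs, most of them on fewer counts, had a median of -0.75, with 6 higher and 44 lower. Of the other RNA polymerase III transcripts with a mean count of at least 100, RPPH1 and RN7SL3 were higher, with log2 fold changes of 0.88 and 0.25, and BCYRN1 was lower, with -2.23 on a mean count of 101. An equal rise of all transcripts of this polymerase is argued against by these values, while a rise of some of them stays open. More nuclear RNA of every kind in the cytoplasmic fraction is argued against by MALAT1, with a log2 fold change of -0.040. More soluble nuclear RNA in that fraction may play a part, since the 17 snRNAs had a median log2 fold change of 0.67, with 12 higher, 7 of them at an adjusted p of at most 0.05. A change in these RNAs with MAPKi in the cell was not tested apart from this and stays open.

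The mitochondrial tRNA TRNL1 was higher with MAPKi, with a log2 fold change of 1.92 (standard error 0.15, adjusted p = 5.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 358 ± 72.7 CPM (SD, n = 3) against 95.6 ± 6.85. Of 18 mitochondrial tRNAs, 17 were higher, 16 of them at an adjusted p of at most 0.05, 1 was lower, and the median log2 fold change was 1.42. A better recovery of short RNAs in the MAPKi libraries is argued against by nuclear-encoded tRNAs, with a median of 0.085 over 26 genes. A candidate explanation is more mitochondrial gene expression after the rise of PPARGC1A (log2 fold change 1.67), since 71 of 75 nuclear-encoded respiratory chain subunits were higher, 66 of them at an adjusted p of at most 0.05, with a median of 0.64. Whether the lysis released more mitochondrial RNA was not tested, since the table lists no mitochondrial mRNA.

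With Gln depletion, the snoRNA host genes ZFAS1, SNHG1 and GAS5 were higher, with log2 fold changes of 2.66, 2.4 and 1.92 (adjusted p = 0.0020, 0.0016 and 0.0027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CPM, ZFAS1 went from 33.1 ± 5.21 (SD, n = 3) to 186 ± 56.6, SNHG1 from 49.8 ± 7.04 to 233 ± 44.7, and GAS5 from 35.8 ± 7.66 to 121 ± 4.59. Of 22 snoRNA host genes, 16 were higher, 10 of them at an adjusted p of at most 0.05, with a median of 0.80. A rise of long non-coding RNAs in general as the whole cause is argued against by random lists of long non-coding RNAs with similar expression, 3.42% of which had a median as high, or 0.73% when the host genes were left out of the pool. The random lists themselves had a median of 0.46, or 0.38 without the host genes, so such a rise stays open as a part of the cause. These genes share a 5' TOP sequence with mRNAs of the translation machinery, and a shared rise of such RNAs may be a part of the cause. With the replicate block, 58 of 79 ribosomal protein mRNAs and 12 of 21 translation factor and other 5' TOP mRNAs were higher at an adjusted p of at most 0.05. Without the block the numbers were 14 and 5, and without Gln-depleted replicate 2, Gln-depleted replicate 3, CTRL medium replicate 2 or CTRL medium replicate 3 at most 1 of each list passed, so the count depends on these libraries, while 72 and 17 were higher in direction. Among technical explanations, the experimental batch is balanced between the groups and cannot produce a difference between them. Whether these RNAs were made at a higher rate or degraded at a lower one was not tested.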

How the results depend on the processing

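No test in this part was chosen after a result was seen, apart from the other choices of control mRNAs and the permutation within bins of expression. Over 33 alternatives, 117 results (61 of them single genes) gave 2250 values, 2051 of which kept the direction and the side of the threshold, or stayed within 1.5 times the count. Where no cause is named below, the cause was not tested.

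The 2370 downregulated and 2102 upregulated mRNAs with MAPKi became 5021 and 4841 without a fold-change threshold and 1293 and 1018 with a threshold of 1, as these settings imply, and stayed within 1.5 times in the other alternatives. The replicate numbers of the MAPKi experiment pair at most weakly, and the replicate block gave 2427 and 2175. Correlations were 0.076, 0.051 and 0.054 for the same number, and from -0.042 to -0.014 for different numbers. The 299 downregulated and 399 upregulated mRNAs with Gln depletion became 1207 and 1100 without a threshold, 67 and 178 with a threshold of 1, 49 and 145 at an adjusted p of 0.01, 904 and 808 in the fit of all 12 libraries, 1031 and 1049 with the replicate block, 540 and 638 with the GC correction, and 976 and 1009 with both. The 6 fits that each left out a library gave from 69 to 415 downregulated mRNAs (69 without CTRL medium replicate 2) and from 160 to 433 upregulated mRNAs (160 without CTRL medium replicate 3). The share of downregulated mRNAs among those called with Gln depletion, 42.8%, went from 25.3% to 52.8%. The difference between the 2 experiments, 5124 genes, became 7718 with the replicate block. Synthetase and tRNA-modifying enzyme genes that changed with MAPKi, 43, became 21 in the fit of all 12 libraries. With Gln depletion, 11 became 17 with DESeq2, 23 in the fit of all 12 libraries, 27 with the replicate block, 19 with the GC correction and 29 with both, and from 3 to 12 across the fits that each left out a library (3 without Gln-depleted replicate 2).

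Codons that differed between down- and upregulated mRNAs with MAPKi, 55, became 33 with the GC correction and 34 when the replicate block was added. The difference in Asn, 6.98%, became 0.24% with the GC correction (adjusted p = 0.929 from the beta regression), 0.41% with the block added (adjusted p = 1.0) and -0.37% with the third-position covariate (adjusted p = 0.997). GAG, -2.32%, turned to 5.61% with the GC correction (adjusted p = 0.0033 from the beta regression) and 6.28% with the block added (adjusted p = 0.000545). GAC, -4.40%, became -2.36% without a threshold, -3.09% with a mean count of at least 100, 2.09% with the GC correction and 2.15% with the block added (adjusted p from 0.082 to 0.374 in these). AAC, -4.57%, became -1.54% without a threshold (adjusted p = 0.262 from the beta regression, the highest over its alternatives).

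Between downregulated and control mRNAs with MAPKi, the fit of all 12 libraries turned Glu to -1.56%, GAA to -2.11%, GAT to -2.57% and AAT to -1.05%. A threshold of 1 turned Glu to -1.37%, GAA to -1.96% and GAT to -3.42%. The GC correction turned AAA to -0.20%, GAA to -2.33%, GAT to -3.35% and AAT to -3.46%, and with the replicate block added these were -0.62%, -2.76%, -3.19% and -3.69%. AAT, 3.95%, was past the threshold but lost its call in 18 of the alternatives set beforehand, these included, and in the permutation within bins of expression.

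With Gln depletion, the 23 codons that differed between downregulated and control mRNAs became 14 with DESeq2's size factors, 7 with DESeq2, 53 without a threshold, 2 with a threshold of 1, 2 at an adjusted p of 0.01, 7 without a count limit, 45 in the fit of all 12 libraries, 53 with the replicate block, 13 with the GC correction, 12 with both, 40 with the permutation test and 36 with pooled frequencies. Across the fits that each left out a library they went from 0 to 51, with 0 without CTRL medium replicate 1 (7 at an unadjusted p under 0.05) and 51 without Gln-depleted replicate 1. GAA in downregulated mRNAs went from -21.2% to 3.78% and GAT from -24.5% to 0.20% across these fits, both turning without CTRL medium replicate 1. GAC turned to -1.07% with a threshold of 1 and -1.53% at an adjusted p of 0.01, and GAA in upregulated mRNAs turned to 4.89% with the replicate block. The log2 fold change of QARS1 with Gln depletion, -0.22, went from -0.45 to 0.21 across these fits, the latter without CTRL medium replicate 1.

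Over single genes, comparisons with control mRNAs and shares of proteins, those given above included, 88 values of 17 results lost their call and 24 values of 6 results gained one, in the same direction. With the spread of the CTRL medium libraries, 62% of the changed genes in simulated data were called, against 99% with that of the DMSO libraries. The simulated changes were all well above the threshold, so mRNAs not called with Gln depletion are not shown to be unchanged.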

Differences from the paper's values

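The alternatives named here were set before the data were examined unless it is said that they were chosen after the values were seen, and no other test in this part was chosen after the result was seen. The paper's methods do not name the design of the DESeq2 fit. They use NCBI's annotation and join the coding sequences of a gene into 1 mRNA, while the longest complete coding sequence of GENCODE was used here.

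Proteins of downregulated mRNAs contained 27.9% more Lys than those of upregulated mRNAs, against the paper's 30%. The value was within the paper's with DESeq2, at an adjusted p of 0.01, with a mean count of at least 100, in the fit of all 12 libraries, and without MAPKi replicate 3, DMSO replicate 1 or DMSO replicate 2, and not in the other 17 of the 24 alternatives. They contained 10.3% more Glu, against the paper's 12%, and came within it with DESeq2, at an adjusted p of 0.01, with a mean count of at least 100, with the replicate block, and without MAPKi replicate 3 or DMSO replicate 1, and not in the others. Proteins of upregulated mRNAs contained 27.5% more Trp, against the paper's 24%, and came within it with the GC correction, with or without the replicate block, without MAPKi replicate 1, DMSO replicate 2 or DMSO replicate 3, and with pooled frequencies, and not in the others.

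Compared with control proteins, Lys was 8.79% more frequent in proteins of downregulated mRNAs, against about 12% in Figure 1B of the paper, read by eye, and none of the alternatives closed the gap. In proteins of upregulated mRNAs it differed by -14.9%, against about -17% in Figure 1B, and came within it with a mean count of at least 100 alone. Trp in proteins of downregulated mRNAs differed by -9.40%, against about -14% in Figure 1B, and no alternative closed the gap. In Figure 1D of the paper, AAA in downregulated mRNAs is at about 12%, against 7.19% here, and GAA at about 8%, against 4.11% here, and both came within the paper's value without a fold-change threshold alone. In upregulated mRNAs, AAA is at about -27% in Figure 1D, against -24.6% here (within it with DESeq2 alone), and GAA at about -23%, against -20.6% here (within it with DESeq2 and at an adjusted p of 0.01 alone). AAG is at about 12% in downregulated mRNAs in Figure 1D, against 10.1% here (within it with DESeq2, a threshold of 1, the fit of all 12 libraries, and the replicate block with the GC correction), and at about -10% in upregulated mRNAs, against -7.17% here (within it with a mean count of at least 100 alone). The correlation between the relative frequencies in the down- and upregulated sets, taken across amino acids or codons, was -0.69 for amino acids, against about -0.86 in Figure 1B, and -0.190 for codons, against about -0.69 in Figure 1D, and no alternative closed either gap.

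The legend of Figure 1D compares each set with all other expressed mRNAs. The formula for the relative frequency in the methods compares it with the mRNAs expressed in A375 cells. For the regression, the methods use expressed genes not in the other tested sets as controls. With all other tested mRNAs in place of control mRNAs, chosen after the values were seen, the correlation was -0.866 for amino acids and -0.735 for codons, Lys was 12.2% more frequent in proteins of downregulated mRNAs, AAA was at 12.9%, AAG at 11.7% and GAA at 8.73%. With control mRNAs that have at least 2 reads, also chosen after the values were seen, the correlations were -0.770 and -0.698, AAA was at 13.5% and GAA at 10.4%.

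The paper states that GAA and GAT were enriched in downregulated mRNAs. Compared with control mRNAs, GAA differed here by 4.11% (adjusted p = 0.163 from the beta regression) and GAT by 2.68% (adjusted p = 0.101 from the beta regression), and neither was called. GAA was called without a fold-change threshold (8.15%), at an adjusted p of 0.01 (4.56%), without DMSO replicate 1 (5.08%), and in the permutation test (adjusted p = 0.0358 from that permutation test). GAT was called with DESeq2 (3.12%), without a fold-change threshold (10.1%), at an adjusted p of 0.01 (3.17%), without DMSO replicate 1 (3.75%) and without DMSO replicate 2 (2.94%). Against all other tested mRNAs (8.73% and 6.59%) and against control mRNAs with at least 2 reads (10.4% and 9.26%), both choices made after the values were seen, GAA and GAT were called. The paper also states that Glu was enriched in proteins of downregulated mRNAs, and against control proteins it differed here by 1.39%, which was called without a fold-change threshold (2.44%), at an adjusted p of 0.01 (1.9%), without DMSO replicate 1 (1.89%), and with the same later choices of control mRNAs (3.10% and 3.85%).

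The number of down- and upregulated mRNAs, 2370 and 2102, was within 1.5 times the paper's 2010 and 1719, and DESeq2 gave 2009 and 1704. For 8 genes of the part of Table S1 that could be read, which holds 1999 of 13741 genes, the log2 fold change was within the paper's error.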

Other observations

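The tests of explanations in this part were chosen only after the results were seen.

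GAA was 31.2% more frequent in mRNAs downregulated with MAPKi than in upregulated mRNAs. A GC-content bias of the libraries as the whole cause is argued against by the value after a correction for it, 13.3%. The expression level of the mRNAs is argued against by a permutation within 20 bins of expression, where GAA differed by -19.9% between upregulated and control mRNAs. Without the cell cycle and repair genes of Table S2 the value was 28.9%. These are only 59 of the 2358 downregulated mRNAs with a coding sequence, so cell cycle and repair genes in general were not tested as a cause. A biological cause is a hypothesis that these tests leave open, since part of the difference went with the GC correction and a true change linked to GC content would go with it too. For the excess of AAA in downregulated over control mRNAs, -0.20% after the GC correction, and that of Asn in proteins of downregulated over upregulated mRNAs, 0.24% after it, a GC bias and an effect of MAPKi cannot be told apart, since A/T-rich codons and the GC content of a gene go together.

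The codons of mRNAs regulated by Gln depletion were compared with control mRNAs in cells without siRNA. GAA differed by -17.4% in the 298 downregulated mRNAs with a complete coding sequence (adjusted p = 0.0110 from the beta regression) and by -16.1% in the 396 upregulated mRNAs (adjusted p = 0.0124 from the beta regression). GAT differed by -13.2% in downregulated and -12.6% in upregulated mRNAs, GAC by 13.7% and 5.04%, and GAG by 1.66% and 3.11%. In downregulated mRNAs GAA, GAT and GAC each lost their call in 5 of the 6 fits that left out a library (kept without Gln-depleted replicate 1), and GAC was then from 0.24% without CTRL medium replicate 1 to 5.91% without Gln-depleted replicate 3. In upregulated mRNAs, with the replicate block, GAT was at -0.11% and not called (adjusted p = 0.829 from the beta regression), and GAA was at 4.89% and called in the other direction (adjusted p = 0.0295 from the beta regression). Of 61 codons, 23 differed between downregulated and control mRNAs, 33 between upregulated and control mRNAs, and 0 between down- and upregulated mRNAs (4 at an unadjusted p under 0.05), where 45 did with the replicate block, 23 without Gln-depleted replicate 1 and 32 without CTRL medium replicate 1. The number of 33 became 14 with the replicate block, 3 without CTRL medium replicate 2, 9 without Gln-depleted replicate 1 and 16 without Gln-depleted replicate 2. Without CTRL medium replicate 1, 0 codons differed between downregulated and control mRNAs (7 at an unadjusted p under 0.05), and GAA was at 3.78%. The expression level of the downregulated mRNAs as the cause of their low GAA is argued against by the permutation within bins of expression, with a difference of -17.2%. For these mRNAs a GC bias and an effect of Gln depletion cannot be told apart, since the difference was -6.46% with the replicate block and the GC correction and was no longer called (adjusted p = 0.15 from the beta regression, within a range over alternatives up to 1.0). For the upregulated mRNAs, the experimental batch is balanced between the groups and cannot by itself produce the difference in GAA. The direction of this difference depends on the fit. GAA was at -16.1% without the replicate block, at 4.89% with it, and turned negative again when the GC correction was added. These fits therefore do not settle its cause.

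Most amino acid response genes, of which 9 of 10 listed could be tested, fell with MAPKi and rose with Gln depletion. With Gln depletion all 9 were higher at an adjusted p of at most 0.05 (9 adjusted over the list alone) with a median log2 fold change of 2.67, and 8 were without CTRL medium replicate 2 or CTRL medium replicate 3. Of random lists with similar expression, 0% had a median as high. With MAPKi 6 were lower, 3 were higher (ATF3, DDIT4 and DDIT3, with log2 fold changes of 2.34, 0.66 and 0.28), and the median was -1.15, with 0.16% of random lists as low. CHAC1 had log2 fold changes of -2.95 with MAPKi and 3.29 with Gln depletion, and ASNS of -2.15 and 2.82, on few reads. A GC bias of the libraries is argued against by a median of -1.26 with MAPKi under the GC correction. The level of ATF4 mRNA, a regulator of these genes, may be a part of the cause, since its log2 fold change was -0.74 with MAPKi and 1.92 with Gln depletion.

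MAPK pathway targets, which fell with MAPKi, were all higher with Gln depletion, 14 of 14, with a median log2 fold change of 0.75, and 0.07% of random lists had a median as high. At an adjusted p of at most 0.05, 6 passed (10 adjusted over the list alone, 13 with the replicate block), and 1 passed without Gln-depleted replicate 2 or without CTRL medium replicate 2, and 2 without CTRL medium replicate 3. Of the 60 genes of Table S2, 18 were lower with Gln depletion (24 adjusted over the list alone, 39 with the replicate block), with a median of -0.59, and 5 passed the fold-change threshold. Without Gln-depleted replicate 2, Gln-depleted replicate 3, CTRL medium replicate 2 or CTRL medium replicate 3, 5, 7, 8 and 11 of them were lower at that limit. Of the genes of Figures 5F and 6D, 5 and 1 (TIMELESS) were lower.

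Each comparison was repeated for the 10 splits of its 6 libraries into groups of 3, so that the share of splits as large as the real one is never under 0.1. With MAPKi, 1 of 10 splits, the real one, gave as many genes past the threshold (4472 genes), and the other 9 gave 0 genes, with from 13 to 32 at an unadjusted p under 0.05 against 4859 in the real split. With Gln depletion, 1 of 10 splits, the real one, gave as many (698 genes), and of the other 9, 8 gave 0 genes and 1 gave 1 gene, with from 40 to 214 at an unadjusted p under 0.05 against 2262. Of these 9, 3 part all pairs of the same replicate number, as the real split does, and 6 part 1 pair and keep the others together, so that a part of the difference between replicates lies between their groups (from 40 to 48 genes at an unadjusted p under 0.05 in the former 3 and from 50 to 214 in these 6). In both experiments each of the other 9 splits has treated and control libraries in both groups, so that an effect of the treatment itself widens the spread within groups, and the low counts of these splits say nothing on how many genes chance would give.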
